# DNA methylation-mediated modulation of rapid desiccation tolerance acquisition and dehydration stress memory in the resurrection plant *Boea hygrometrica*

**DOI:** 10.1371/journal.pgen.1009549

**Published:** 2021-04-30

**Authors:** Run-Ze Sun, Jie Liu, Yuan-Yuan Wang, Xin Deng

## Abstract

Pre-exposure of plants to various abiotic conditions confers improved tolerance to subsequent stress. Mild drought acclimation induces acquired rapid desiccation tolerance (RDT) in the resurrection plant *Boea hygrometrica*, but the mechanisms underlying the priming and memory processes remain unclear. In this study, we demonstrated that drought acclimation-induced RDT can be maintained for at least four weeks but was completely erased after 18 weeks based on a combination of the phenotypic and physiological parameters. Global transcriptome analysis identified several RDT-specific rapid dehydration-responsive genes related to cytokinin and phospholipid biosynthesis, nitrogen and carbon metabolism, and epidermal morphogenesis, most of which were pre-induced by drought acclimation. Comparison of whole-genome DNA methylation revealed dehydration stress-responsive hypomethylation in the CG, CHG, and CHH contexts and acclimation-induced hypermethylation in the CHH context of the *B*. *hygrometrica* genome, consistent with the transcriptional changes in methylation pathway genes. As expected, the global promoter and gene body methylation levels were negatively correlated with gene expression levels in both acclimated and dehydrated plants but showed no association with transcriptional divergence during the procedure. Nevertheless, the promoter methylation variations in the CG and CHG contexts were significantly associated with the differential expression of genes required for fundamental genetic processes of DNA conformation, RNA splicing, translation, and post-translational protein modification during acclimation, growth, and rapid dehydration stress response. It was also associated with the dehydration stress-induced upregulation of memory genes, including *pre-mRNA-splicing factor 38A*, *vacuolar amino acid transporter 1-like*, and *UDP-sugar pyrophosphorylase*, which may contribute directly or indirectly to the improvement of dehydration tolerance in *B*. *hygrometrica* plants. Altogether, our findings demonstrate the potential implications of DNA methylation in dehydration stress memory and, therefore, provide a molecular basis for enhanced dehydration tolerance in plants induced by drought acclimation.

## Author summary

Drought is a major adverse environmental condition affecting plant growth and productivity. Although plants can be trained to improved tolerance to the subsequent drought stress, most land plants are unable to recover from severe dehydration when the relative water content in their vegetative tissues drops below 20–30%. However, a small group of angiosperms, termed resurrection plants, can survive extreme water deficiency of their vegetative tissues to an air-dried state and recovered upon rehydration. Understanding the biochemical and molecular basis of desiccation tolerance is valuable for extending our knowledge of the maximum ability of plants to deal with extreme water loss. *Boea hygrometrica* is a well-characterized resurrection plant that can not only tolerate slow dehydration but also extend its ability to survive rapid dehydration after a priming process of slow dehydration and rehydration. The rapid desiccation tolerance in primed plants can be maintained for at least four weeks. Here, we utilized this system of drought acclimation-induced RDT acquisition, maintenance, and erasing to explore plant phenotypic, physiological, and transcriptional changes, as well as DNA methylation dynamics. The analyses of the effect of DNA methylation on gene expression and promoter methylation changes with differential gene expression revealed the putative epigenetic control of dehydration stress memory in plants.

## Introduction

Drought is one of the major adverse environmental factors affecting plant growth and productivity. More importantly, the impact of water-deficit (drought) stress on crop production is expected to increase further owing to the ongoing global climate variability and water crisis [1,2]. Understanding how plant responses to water limitation is, therefore, of utmost importance for maintaining productivity in both agricultural and natural field settings under water scarcity conditions [3].

As sessile organisms, plants have evolved intricate regulatory mechanisms at the morphological, physiological, biochemical, cellular, and molecular levels to efficiently respond to water deficit conditions [4]. Although seeds of angiosperms (flowering plants) withstand desiccation, most land plants are unable to recover from severe dehydration when the relative water contents (RWCs) in their vegetative tissues drop below 20–30% [5]. However, a small group of angiosperms, termed resurrection plants, can survive an extreme water deficiency of their vegetative tissues to an air-dried state and resume normal growth and development upon rehydration [6,7]. Vegetative tissues of desiccation-tolerant plants can avoid or resist water loss-induced mechanical and structural stresses through cell wall and plasma membrane folding, accumulating compatible solutes in vacuoles, and increasing vacuolation [8]. The integrity of both organellar and plasma membranes in desiccation-tolerant cells is protected through modifications of membrane composition, employment of efficient antioxidation mechanisms, and nonreducing-sugar-mediated stabilization during desiccation [9]. Specific drought- and desiccation-induced proteins, such as late embryogenesis abundant (LEA) proteins, early light-inducible proteins (ELIPs), small heat shock proteins (sHSPs), and antioxidative enzymes, may act directly as protectants during desiccation and rehydration or as enzymes that catalyze the synthesis of antioxidants protect against intracellular oxidative damage [9,10]. Recent advances in comparative genomics, transcriptomics, proteomics, and metabolomics of vegetative desiccation-tolerant versus desiccation-sensitive species, together with integrated multi-omics data comparisons in desiccation-tolerant plants and tissues throughout dehydration and recovery of full metabolic competence, allowed the identification of a common and specific set of genes, proteins, and metabolites that are associated with cellular protection and recovery [6,9]. These observations are essential for understanding the biochemical and molecular basis of desiccation tolerance. Although desiccation does not often occur in the field, desiccation tolerance in resurrection plants is still valuable for extending our knowledge of the maximum ability of plants to deal with extreme water loss.

Accumulating evidence has shown that pre-exposing plants to diverse environmental stresses, considered as plant priming or acclimation, can alter subsequent responses and eventually prepare the plants to respond to future stress more quickly or actively, suggesting a form of stress memory [11]. Stress memory is mediated by the accumulation of signaling proteins, transcription factors, and metabolites, together with epigenetic alterations in DNA methylation, histone modifications, nucleosome remodeling, and expression of non-coding RNAs that are dynamically associated with transcription [12–15]. Enhancement of the stress memory through the activation of priming responses or the targeted modification of the epigenome may, thus, be a possible but largely unexplored way to improve stress resistance in agricultural crops [16]. Epigenetic memory for stress response and adaptation can be mitotically transmitted (short- and long-term memory) and meiotically inherited (transgenerational memory) in plants [17,18]. Recent studies have revealed that plants pre-exposed to multiple drought stress episodes exhibit more rapid adaptive changes in gene expression modulation during subsequent drought stress than plants experiencing drought stress for the first time [19–23]. Accordingly, genes that provide altered responses (changes in the transcription rate or transcript abundance) in subsequent stress episodes were referred to as ‘memory genes’, whereas those genes responding similarly to each stress episode form the ‘non-memory’ category [12,19,21]. Transcriptional changes in memory genes, or so-called trainable genes, are associated with the endogenous phytohormone abscisic acid (ABA) signaling pathway and epigenetic markers such as histone H3 Lys4 trimethylation (H3K4me3), DNA methylation, and long non-coding RNAs (lncRNAs) [19,24–26]. However, the detailed epigenetic mechanisms regulating transcriptional memory responses are still not fully understood.

The small perennial herbaceous plant *Boea hygrometrica* (Bunge) R. Br. (also known as *Dorcoceras hygrometricum* Bunge) is a homoiochlorophyllous resurrection species distributed widely from the tropics to the northern temperate regions of East Asia [27]. Most *B*. *hygrometrica* plants grown in natural habitats where water is only periodically available can survive both slow soil-drying and, the more severe, rapid air-drying stress. However, when *B*. *hygrometrica* plants grow under well-irrigated conditions, rapid desiccation tolerance (RDT) can be induced after a cycle of drought acclimation [27]. Previous global transcriptome and gas chromatography–mass spectrometry (GC–MS)-based metabolomics analyses have revealed the putative involvement of genes related to autophagy, ubiquitination, and ABA signal transduction, as well as metabolites such as maltose, glutaric acid, L-tryptophan, and α-tocopherol in the process of drought acclimation-induced RDT acquisition [28,29]. Recent progress in the availability of high-quality draft genome sequences and improvements in sequencing technologies have facilitated high-resolution transcriptome maps and single-base resolution methylome analyses of *B*. *hygrometrica* [30,31]. We have recently observed that slow drought acclimation-induced RDT in *B*. *hygrometrica* could be fully maintained for at least four weeks but was completely erased after 18 weeks. In this study, we utilized this system of drought acclimation-induced RDT acquisition, maintenance, and erasing in *B*. *hygrometrica* to explore the phenotypic, physiological, and transcriptome changes, and DNA methylation dynamics during this process, in comparison with the non-acclimated plants grown and dried in parallel. To broaden our understanding of the epigenetic control of dehydration stress memory, we analyzed the effect of DNA methylation on gene expression and the association of promoter methylation changes with differential gene expression.

## Results

### Phenotypic and physiological responses of *B*. *hygrometrica* during RDT acquisition, maintenance, and erasing

*B*. *hygrometrica* seedlings grown under well-watered, greenhouse conditions were able to survive slow soil-drying (soil-dried plants, SD) and acquire tolerance to rapid desiccation (air-dried acclimated plants, AD) after rehydration (acclimated plants, A) (Fig 1A). Such drought acclimation-induced RDT in plants could be maintained for 4 to 13 w (A4, A8, and A13) but was completely erased 18 weeks after acclimation (A18 and A22) (Fig 1A). In contrast, the non-acclimated fresh plants (F, F4, F8, F13, F18, and F22) failed to resurrect after rapid air-drying (FD, F4D, F8D, F13D, F18D, and F22D) and subsequent rehydration (FDR, F4DR, F8DR, F13DR, F18DR, and F22DR) during the entire growth stage (Fig 1A). The leaf RWC of *B*. *hygrometrica* decreased to a similar level (< 20%) in all samples subjected to either slow soil-drying for 14 d or rapid air-drying for 2 d; also, leaves presented a significant decrease (*p* < 0.01) in photosynthetic efficiency based on the value of *Fv*/*Fm* (Fig 1B and 1C). However, the photosynthetic efficiency of dehydrated leaves from neither non-acclimated control groups (FD, F4D, and F18D) nor RDT-erased acclimated plants (A18D) restored to normal levels after rehydration (FDR, F4DR, F18DR, and A18DR), although their leaf RWC was rapidly recovered to approximately 80%. Moreover, a significant increase (*p* < 0.01) in leaf relative electrical conductivity (REC) was observed in all fresh plants subjected to dehydration stress (SD/F, FD/F, AD/A, A4D/A4, F4D/F4, A18D/A18, and F18D/F18), but it could be restored only in the plants that acquired or maintained RDT (A/SD, ADR/AD, and A4DR/A4D) (Fig 1D). These data provide additional evidence for the time-course of acquiring, maintaining, and erasing drought acclimation-induced RDT in *B*. *hygrometrica* plants.

**Fig 1:**
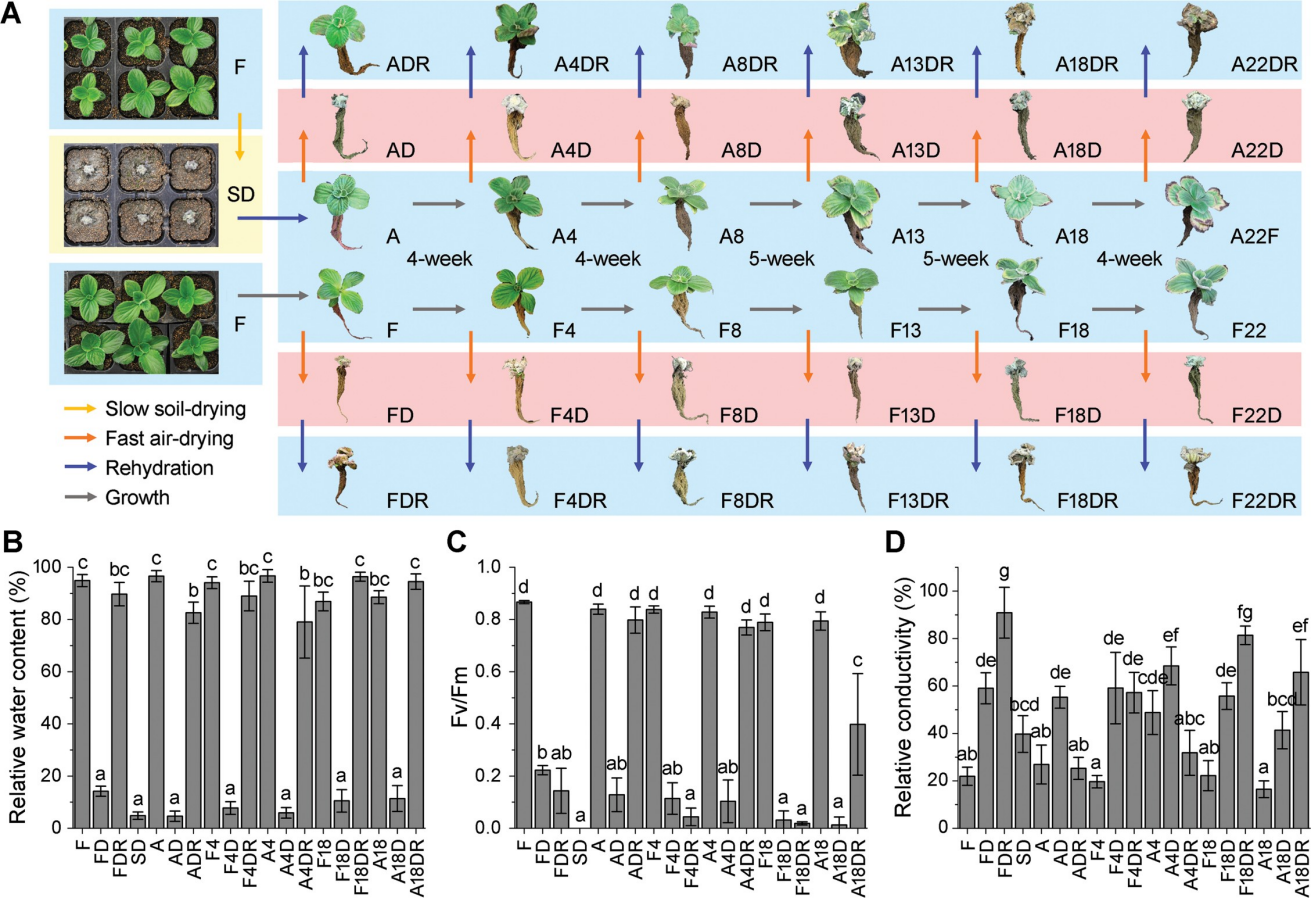
Physiological analysis of dehydration stress treated *B*. *hygrometrica* plants. (A) Diagram of the RDT acquisition, maintenance, and erasing processes in *B*. *hygrometrica* plants. Three-month-old fresh (F) plants of *B*. *hygrometrica* failed to resurrect after rapid air-drying (FD) and subsequent rehydration (FDR). After slow soil-drying for 2 w (SD) and rehydration for 3 d, the fresh plants became acclimated (A) and were able to resurrect after rapid air-drying (AD) and subsequent rehydration (ADR). Such acclimation-primed RDT can be maintained in plants after continuous cultured for 4 w (A4, A4D, and A4DR) to 8 and 13 w (A8, A8D, and A8DR; A13, A13D, and A13DR), but the ability of RDT was lost after culture for 18 and 22 w (A18, A18D, and A18DR; A22, A22D, and A22DR). Their corresponding control groups (F, F4, F8, F13, F18, and F22), always unable to resurrect after rapid air-drying (FD, F4D, F8D, F13D, F18D, and F22D) and subsequent rehydration (FDR, F4DR, F8DR, F13DR, F18DR, and F22DR). (B-D) Determination of leaf RWC (B), *Fv*/*Fm* (C), and REC (D) in *B*. *hygrometrica* plants during the rapid desiccation tolerance acquisition, maintenance, and erasing processes. Data are presented as the mean ± SD of four to six biological replicates (each replicate with 6 plants), and different superscript letters over bars represent statistical differences at the 0.01 level.

### Global transcriptome changes in *B*. *hygrometrica* during RDT acquisition, maintenance, and erasing

To elucidate the molecular basis for the acquisition, maintenance, and erasing of the drought acclimation-induced RDT in *B*. *hygrometrica*, we characterized the dehydration-induced transcriptome dynamics in leaves of both acclimated and non-acclimated plants from different growth stages under normal conditions with three biological replicates. Approximately 6.58 Gb of clean bases (clean reads Q20 > 98%) were obtained from each sample by high-throughput RNA sequencing (RNA-seq), with an average unique genome mapping ratio of 68.24% (see details in S1 Table). 

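The RNA data are 39 libraries in 13 groups of 3 biological replicates, and each replicate pools about 45 leaves of at least 15 plants. F are fresh plants that were not acclimated, SD the plants after slow drying of the soil, and A the acclimated plants after rehydration. F4 and A4 were grown on for 4 w and F18 and A18 for 18 w, and a D at the end of a code (FD, AD, F4D, A4D, F18D, A18D) marks the rapidly dehydrated leaves of that group. The authors aligned the reads with HISAT and deposited FPKM (fragments normalised by transcript length and library size) estimated with RSEM, and those deposited values are the starting point here. Genes at 1 FPKM or more in at least 3 libraries were compared, 18736 of 26693, of which the deposited table marks 2355 of all genes as added by the authors. For each gene log2(FPKM + 1) was fitted with limma 3.58.1 to the 13 group means of all 39 libraries, with a variance trend. In a comparison X/Y a gene is up- or down-regulated (a DEG) at a log2 fold change of at least 1 in size with an adjusted p (Benjamini-Hochberg over all genes of the comparison) of at most 0.05. Levels are given as mean ± standard deviation of the 3 libraries of a group. Gene lists (for example LEA, late embryogenesis abundant proteins, and ELIP, early light-induced proteins) were tested with camera at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. None of the 462 combinations of a list and a comparison passed with the estimated correlation, against 146 with the preset one, and 50 had an unadjusted p under 0.05 with the estimated correlation.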

A total of 23,892 novel transcripts containing 19,449 putative protein-coding transcripts were reconstructed, whereas a significant number of transcripts representing 2,239 potential novel genes not yet identified in the reference genome. An initial examination of the overall transcriptome data using multivariate statistics including hierarchical clustering analysis (HCA) and principal component analysis (PCA) revealed that most of the individual replicates clustered closely (S1 Fig), indicating relatively low biological variability among triplicate samples. 

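Fresh and dehydrated leaves lie apart on the first principal component, which holds 47.9% of the variance of log2(FPKM + 1) over the kept genes. The fresh groups F, A, F4, A4, F18 and A18 lie at −149 to −19.5, and the rapidly dehydrated groups at 51.1 to 132. The slowly dried plants (SD) stand by themselves on the second component (10.8% of the variance), at 116 to 126. The fresh plants of 18 w are nearest to the dehydrated ones, with A18 at −77 to −19.5 and F18 at −79.3 to −62.8 on the first component. F and A do not separate: for each of the 3 A libraries the most similar library of another group is one of F, at a Pearson correlation of 0.926 to 0.939. Within the groups SD and F18 the libraries are alike (mean correlation with the other libraries of the group 0.961 to 0.965 and 0.962 to 0.967), and the A4 libraries are the least alike of all groups (0.899, 0.851 and 0.893 for replicates 1 to 3). Over all pairs the median correlation is 0.942 within a group and 0.806 between groups. A4 replicate 2 stands apart from its group: 10145 genes are listed at 0 there, and its 10 most abundant genes hold 19.7% of its FPKM sum, so results that rest on A4 are given with that library in mind.

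**Figure D1:**
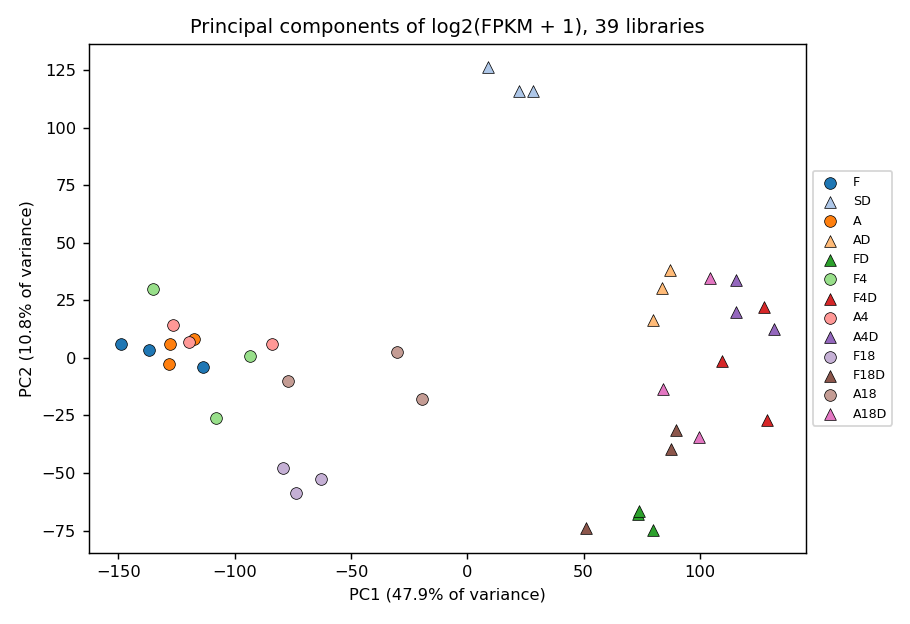
First and second principal components of log2(FPKM + 1) for 39 libraries, coloured by group, triangles for groups whose code ends in D. Fresh groups lie on the left, dehydrated groups on the right, and SD at the top.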

There was a rough separation in the transcriptome of fresh plants and plants suffering from slow and rapid dehydration, as evidenced by the detection of large numbers of differentially expressed genes (DEGs) between fresh and dehydrated plants (Fig 2A). 

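Slow soil drying raised ELIP and LEA transcripts. The ELIP gene KZV27934 was at 5899 ± 419 FPKM in SD and 6.64 ± 1.62 in F (log2 fold change 9.61, standard error 1.25, adjusted p = 2.7e-07), and KZV38649 at 8673 ± 1168 FPKM in SD and 15.1 ± 2.43 in F (9.08, adjusted p = 6.7e-07). ELIPs bind free chlorophyll and guard it against light damage. The LEA genes KZV56071 (Dc3) and KZV53322 (11 kDa), whose products protect proteins and membranes as water is lost, stood at 5603 ± 1278 FPKM in SD and 8.85 ± 1.85 in F (9.14, adjusted p = 3.9e-12) and at 1222 ± 194 FPKM in SD and 5.32 ± 3.47 in F (7.801, adjusted p = 9.8e-13), and the seed maturation protein KZV31716 at 9239.8 ± 1246 FPKM in SD and 18.1 ± 5.32 in F (8.95, adjusted p = 9.8e-13). Photosynthesis genes went down, with phosphoribulokinase KZV51493 at 21.4 ± 8.07 FPKM in SD and 1227 ± 291 in F (−5.81, adjusted p = 3.3e-10), the photosystem II 22 kDa protein KZV16554 at 33.8 ± 11.4 FPKM in SD and 2019.6 ± 487 in F (−5.89, adjusted p = 1.6e-08) and the thylakoid protein CURVATURE THYLAKOID 1B KZV50889 at 1.85 ± 1.13 FPKM in SD and 946 ± 316 in F (−8.39, adjusted p = 2.2e-12). The plasma-membrane water channel PIP2-4 (KZV35100) was at 0.91 ± 0.387 FPKM in SD and 307 ± 108 in F (−7.28, adjusted p = 1.6e-10) and the xyloglucan endotransglucosylase KZV18279, which loosens cell walls, at 4.32 ± 0.432 FPKM in SD and 1959.8 ± 346 in F (−8.51, adjusted p = 2.5e-11). Sugar metabolism went both ways, with sucrose synthase 2 (KZV47144) at 1343 ± 276 FPKM in SD and 104 ± 27.6 in F (3.69, adjusted p = 1.1e-06) and beta-amylase 1 (KZV38363) at 2465 ± 363 FPKM in SD and 471 ± 81.2 in F (2.39, adjusted p = 1.5e-07) up-regulated, and sucrose-phosphate synthase 2 (KZV16331) at 4.64 ± 1.88 FPKM in SD and 42.7 ± 3.76 in F (−3.003, adjusted p = 2.3e-07) and the raffinose gene galactinol synthase 1 (KZV17819) at 23.1 ± 6.97 FPKM in SD and 206 ± 33.4 in F (−3.13, adjusted p = 9.2e-10) down-regulated. In chlorophyll synthesis the magnesium-chelatase subunit ChlH (KZV36355) was at 19.2 ± 9.73 FPKM in SD and 532 ± 97.7 in F (−4.81, adjusted p = 3.7e-08).
ELIP genes had 17 of 18 up-regulated, 0 down-regulated and 1 not called (17 and 0 when adjusted over the list alone, and by camera up, adjusted p = 8.4e-14, and adjusted p = 0.27 with an estimated correlation). LEA genes had 16 of 23 up-regulated, 2 down-regulated and 5 not called (16 and 3 when adjusted over the list alone, 16 and 1 after median-ratio scaling, and by camera up, adjusted p = 1.6e-08, and adjusted p = 0.36 with an estimated correlation). Genes of the photosystems and antenna had 0 of 34 up-regulated, 27 down-regulated and 7 not called (0 and 27 when adjusted over the list alone, and by camera down, adjusted p = 2.6e-12, and adjusted p = 0.44 with an estimated correlation), Calvin cycle genes 1 of 14 up-regulated, 12 down-regulated and 1 not called (1 and 12 when adjusted over the list alone, and by camera down, adjusted p = 9.3e-07, and adjusted p = 0.36 with an estimated correlation), and aquaporins 1 of 17 up-regulated, 10 down-regulated and 6 not called (1 and 10 when adjusted over the list alone, and by camera down, adjusted p = 0.0021, and adjusted p = 0.45 with an estimated correlation). Cell-wall loosening genes had 1 of 60 up-regulated, 34 down-regulated and 25 not called (1 and 34 when adjusted over the list alone, and by camera down, adjusted p = 2.8e-06, and adjusted p = 0.52 with an estimated correlation), and splicing genes 16 of 60 up-regulated, 3 down-regulated and 41 not called (16 and 3 when adjusted over the list alone, and by camera up, adjusted p = 8.4e-04, and adjusted p = 0.75 with an estimated correlation). Of the 18 ELIP genes, 3 carry identical FPKM in every library, so 16 distinct profiles stand behind these counts.
By limma SD/F had 2415 up-regulated and 4135 down-regulated genes (2609 and 3734 after median-ratio scaling of the libraries). In the 7 dehydrations most DEGs were down-regulated with FPKM as deposited, and the median log2 fold change of all kept genes was itself below 0: −0.14 in SD/F, −0.45 in FD/F, −0.33 in AD/A, −0.67 in F4D/F4, −0.61 in A4D/A4, −0.63 in F18D/F18 and −0.41 in A18D/A18. Median-ratio scaling makes that shift smaller (−0.07, −0.18, −0.07, −0.12, −0.11, −0.05 and −0.02 in the same order), and the up- and down-regulated counts with it are printed beside the others.

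**Figure D2:**
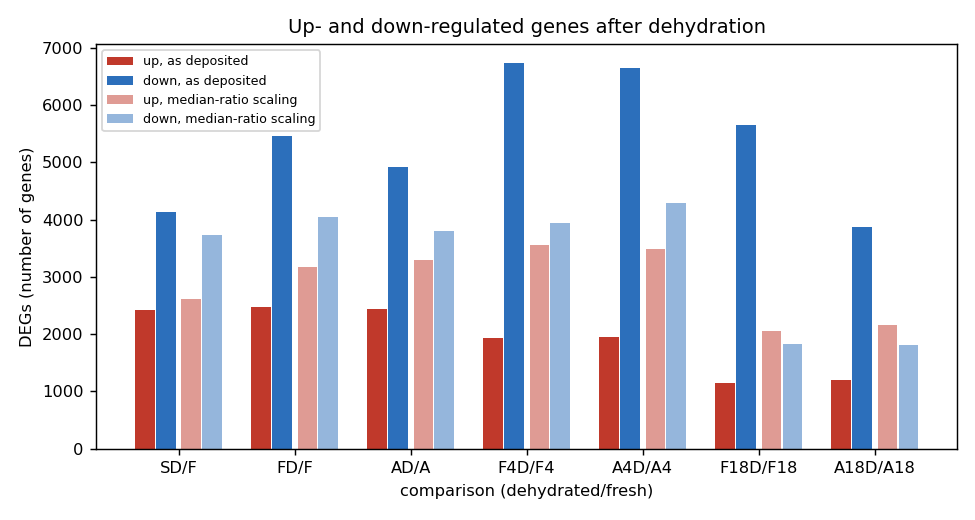
Number of up- and down-regulated genes in the 7 dehydration comparisons, with FPKM as deposited (dark) and after median-ratio scaling (pale). The excess of down-regulated genes shrinks or ends with scaling.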

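Rewatering undid the responses to slow drying: from SD to A the ELIP gene KZV28384 went from 4279.6 ± 648 to 8.27 ± 5.51 FPKM (log2 fold change −9.05, adjusted p = 1.4e-07), rubisco activase KZV26120 from 256 ± 115 to 10458 ± 3960.2 (log2 fold change 5.36, adjusted p = 6.7e-10) and the antenna protein KZV39999 from 127 ± 56.2 to 6386 ± 2055 (log2 fold change 5.72, adjusted p = 2.4e-10). These 3 were named for their change in SD/F. A/SD had 3818 up-regulated and 2712 down-regulated genes (3799 and 2561 after scaling), with ELIP genes at 0 of 18 up-regulated, 17 down-regulated and 1 not called (0 and 17 when adjusted over the list alone, and by camera down, adjusted p = 7.2e-12, and adjusted p = 0.36 with an estimated correlation) and photosystem genes at 28 of 34 up-regulated, 0 down-regulated and 6 not called (28 and 0 when adjusted over the list alone, and by camera up, adjusted p = 2.8e-15, and adjusted p = 0.36 with an estimated correlation).
Rapid dehydration of acclimated plants raised LEA transcripts. In AD/A the LEA gene KZV54810 was at 4203 ± 725 FPKM in AD and 19.2 ± 11.3 in A (log2 fold change 7.896, standard error 0.88, adjusted p = 1.2e-08), and KZV32937, which makes raffinose-family sugars that stabilise dry membranes, at 2239.9 ± 172 FPKM in AD and 12.1 ± 2.07 in A (7.42, adjusted p = 1.4e-09). Oleosin 1 (KZV53287), a coat protein of oil bodies, was at 78.8 ± 48.97 FPKM in AD and 0.293 ± 0.508 in A (5.82, adjusted p = 3.8e-05), and protein phosphatase 2C 51 (KZV39787), of the abscisic acid (ABA) pathway, at 274 ± 53.6 FPKM in AD and 1.73 ± 0.3897 in A (6.64, adjusted p = 6.2e-13). Of genes of chlorophyll breakdown, STAY-GREEN KZV42127 was at 514 ± 62.2 FPKM in AD and 13.8 ± 0.505 in A (5.11, adjusted p = 1.3e-11) and pheophytinase KZV31980 at 988 ± 107 FPKM in AD and 119 ± 17.4 in A (3.05, adjusted p = 1.4e-09), while protochlorophyllide oxidoreductase C KZV52218 was at 19.7 ± 17.5 FPKM in AD and 728 ± 69.3 in A (−5.54, adjusted p = 8.6e-11). Antenna proteins KZV23305 (number 4) and KZV22756 (CP24) were at 41.7 ± 14.1 FPKM in AD and 6571 ± 1757 in A (−7.28, adjusted p = 3.7e-12) and at 65.7 ± 23.7 FPKM in AD and 8679 ± 3020 in A (−7.03, adjusted p = 2.6e-12), and the plastid 50S ribosomal protein KZV51401 at 6.83 ± 5.395 FPKM in AD and 210.2 ± 45.2 in A (−5.003, adjusted p = 9.7e-10). Autophagy gene ATG9 (KZV32989) was at 56.8 ± 4.25 FPKM in AD and 18.3 ± 3.72 in A (1.601, adjusted p = 1.3e-06). AD/A had 2447 up-regulated and 4913 down-regulated genes (3289 and 3794 after scaling). LEA genes had 21 of 23 up-regulated, 1 down-regulated and 1 not called (21 and 1 when adjusted over the list alone, and by camera up, adjusted p = 1.1e-15, and adjusted p = 0.26 with an estimated correlation), ABA genes 33 of 86 up-regulated, 16 down-regulated and 37 not called (34 and 16 when adjusted over the list alone, and by camera up, adjusted p = 1.4e-04, and adjusted p = 0.36 with an estimated correlation), oil-body genes 4 of 6 up-regulated, 0 down-regulated and 2 not called (5 and 0 when adjusted over the list alone, and by camera up, adjusted p = 0.0045, and adjusted p = 0.45 with an estimated correlation), chlorophyll synthesis 0 of 14 up-regulated, 11 down-regulated and 3 not called (0 and 11 when adjusted over the list alone, and by camera down, adjusted p = 4.5e-06, and adjusted p = 0.32 with an estimated correlation), and plastid and mitochondrial ribosome genes 0 of 42 up-regulated, 34 down-regulated and 8 not called (0 and 34 when adjusted over the list alone, 1 and 32 after median-ratio scaling, and by camera down, adjusted p = 2.0e-10, and adjusted p = 0.36 with an estimated correlation).
In plants without acclimation, in FD/F, geraniol 8-hydroxylase KZV38300 was at 3699 ± 729 FPKM in FD and 0.333 ± 0.289 in F (log2 fold change 11.44, standard error 0.56, adjusted p = 1.1e-16), allene oxide synthase KZV52647, which opens jasmonate synthesis, at 3530.2 ± 564 FPKM in FD and 4.05 ± 5.24 in F (10.01, adjusted p = 1.7e-12), and 9-cis-epoxycarotenoid dioxygenase 1 (KZV28203), the rate-setting enzyme of ABA synthesis, at 440.2 ± 122 FPKM in FD and 1.78 ± 1.22 in F (7.37, adjusted p = 8.2e-11). The LEA gene KZV56073 was at 5332 ± 831 FPKM in FD and 13.4 ± 11.4 in F (8.8003, adjusted p = 2.8e-09), and the nitrate transporter KZV43523 at 206 ± 186 FPKM in FD and 1.26 ± 0.387 in F (6.15, adjusted p = 5.9e-09). ATG8C (KZV16498) at 365 ± 27.5 FPKM and the polyubiquitin gene G002105 at 2167 ± 398 FPKM in F are listed at 0 in all 3 FD libraries, which can be a failed estimate, and no fold is given. FD/F had 2478 up-regulated and 5454 down-regulated genes (3169 and 4045 after scaling), LEA genes 19 of 23 up-regulated, 1 down-regulated and 3 not called (19 and 1 when adjusted over the list alone, and by camera up, adjusted p = 5.7e-13, and adjusted p = 0.27 with an estimated correlation), ELIP genes 7 of 18 up-regulated, 3 down-regulated and 8 not called (7 and 3 when adjusted over the list alone, and by camera up, adjusted p = 0.062, and adjusted p = 0.86 with an estimated correlation), and photosystem genes 0 of 34 up-regulated, 28 down-regulated and 6 not called (0 and 29 when adjusted over the list alone, 2 and 26 after median-ratio scaling, and by camera down, adjusted p = 2.3e-07, and adjusted p = 0.59 with an estimated correlation).
After 4 w the small heat shock gene KZV34972, whose product keeps unfolding proteins soluble, was at 319 ± 47 FPKM in F4D and 7.36 ± 3.47 in F4 (5.34, adjusted p = 4.9e-05), and KZV34973 at 43.9 ± 19.8 FPKM in A4D and 0.827 ± 0.2901 in A4 (4.53, adjusted p = 2.9e-06). Plastid ribosomal protein L11 (KZV37282) was at 3.73 ± 1.71 FPKM in F4D and 106 ± 22.1 in F4 (−4.56, adjusted p = 1.5e-11), histone H2A KZV35055 at 8.81 ± 5.85 FPKM in A4D and 274 ± 167 in A4 (−4.77, adjusted p = 1.4e-08) and the antenna gene KZV53521 at 7.33 ± 1.34 FPKM in A4D and 2069.6 ± 582 in A4 (−7.93, adjusted p = 1.9e-10). F4D/F4 had 1940 up-regulated and 6729 down-regulated genes and A4D/A4 1943 up-regulated and 6650 down-regulated genes (after scaling 3565 and 3940 and 3480 and 4293). LEA genes had 20 of 23 up-regulated, 1 down-regulated and 2 not called (20 and 1 when adjusted over the list alone, 21 and 0 after median-ratio scaling, and by camera up, adjusted p = 2.8e-15, and adjusted p = 0.26 with an estimated correlation) in F4D/F4 and 21 of 23 up-regulated, 0 down-regulated and 2 not called (21 and 1 when adjusted over the list alone, and by camera up, adjusted p = 7.8e-15, and adjusted p = 0.26 with an estimated correlation) in A4D/A4. Cell-division genes had 0 of 16 up-regulated, 13 down-regulated and 3 not called (0 and 13 when adjusted over the list alone, 0 and 8 after median-ratio scaling, and by camera down, adjusted p = 0.14, and adjusted p = 0.86 with an estimated correlation) in A4D/A4 and 0 of 16 up-regulated, 2 down-regulated and 14 not called (0 and 2 when adjusted over the list alone, 0 and 1 after median-ratio scaling, and by camera down, adjusted p = 0.98, and adjusted p = 0.99 with an estimated correlation) in F4D/F4. Their median was 6.83 FPKM in A4, 1.62 in F4 and 1.88 in A, so the A4D/A4 counts start from a high level in A4, whose replicate 2 stands apart. Core histones had 0 of 18 up-regulated, 13 down-regulated and 5 not called (0 and 13 when adjusted over the list alone, 2 and 13 after median-ratio scaling, and by camera down, adjusted p = 0.0083, and adjusted p = 0.69 with an estimated correlation) in A4D/A4 and 1 of 18 up-regulated, 12 down-regulated and 5 not called (1 and 12 when adjusted over the list alone, 1 and 6 after median-ratio scaling, and by camera down, adjusted p = 0.16, and adjusted p = 0.86 with an estimated correlation) in F4D/F4.

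**Figure D3:**
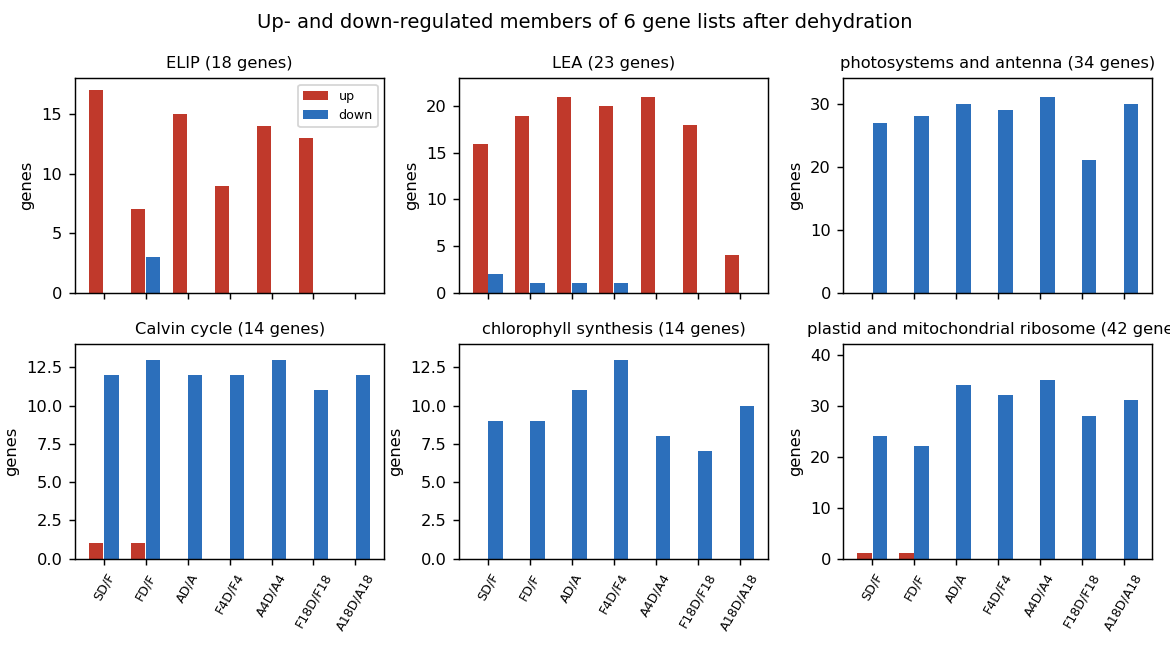
Number of up- and down-regulated members of 6 gene lists in the 7 dehydration comparisons; each vertical axis ends at the number of genes in the list. In each comparison more LEA genes are up- than down-regulated, and more photosystem, Calvin cycle, chlorophyll synthesis and plastid ribosome genes are down- than up-regulated. ELIP genes lean to up-regulated in all but A18D/A18, where none is called.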

The highest oscillations in global gene expression occurred during the drought acclimation process (SD/F and A/SD) and the rapid dehydration process of plants at early growth stages (AD/A, FD/F, A4D/A4, and F4D/F4) (Fig 2A). 

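Fresh leaves of F18 held less antenna transcript than those of F: CP24 (KZV22756) was at 609 ± 135 FPKM against 5887 ± 1966 (log2 fold change −3.24, adjusted p = 1.8e-05), and the antenna protein 2 gene KZV50324 at 1076 ± 366 against 14673 ± 3740.1 (log2 fold change −3.79, adjusted p = 1.5e-05). Among the genes of the DNA methylation pathway, G001986 was at 347 ± 24.5 FPKM in F18 and 36.1 ± 20.0 in F (3.39, adjusted p = 2.6e-05), and the DNA glycosylase KZV31242 at 22.1 ± 3.54 FPKM in F18 and 7.41 ± 3.66 in F (1.54, adjusted p = 0.0044), a call that ends without replicate 1 or 2. The SMLII gene KZV25428 was at 599 ± 662 FPKM in A18 and 9304 ± 4852 in A (−4.59, adjusted p = 9.7e-05). F18/F had 2522 up-regulated and 1340 down-regulated genes (1461 and 1791 after scaling) and A18/A 1197 up-regulated and 1268 down-regulated genes (916 and 1536 after scaling). A fit of the 6 A18 and A libraries alone called 255 genes in all, and KZV25428 was not among them.
On drying of F18 leaves the small heat shock gene G001730 was at 95.4 ± 45.4 FPKM in F18D and 2.66 ± 0.505 in F18 (log2 fold change 4.62, standard error 0.62, adjusted p = 1.0e-06) and KZV34970 at 308 ± 90.7 FPKM in F18D and 17.01 ± 1.195 in F18 (4.06, adjusted p = 1.0e-04). The LEA gene KZV54810 was at 969 ± 419.9 FPKM in F18D and 31.99 ± 35.5 in F18 (5.32, adjusted p = 1.9e-05). Nitrate transporter 1.1 (KZV42788) was at 48.8 ± 19.3 FPKM in F18D and 635 ± 137 in F18 (−3.72, adjusted p = 6.6e-07), and the photosystem II subunit psbY (KZV40018) at 75.02 ± 59.9 FPKM in F18D and 972 ± 294 in F18 (−3.93, adjusted p = 4.1e-08). In A18D/A18 3 nitrate transporters of the NRT2.1 type (KZV47208, KZV47210 and KZV47209) were at 49.8 ± 32.5, 35.8 ± 33.9 and 25.6 ± 20.1 FPKM after drying (log2 fold change 4.34, adjusted p = 2.9e-05; 4.14, adjusted p = 6.5e-05; 3.85, adjusted p = 8.8e-05), the chloroplast small heat shock gene KZV39965 at 1.75 ± 1.08 FPKM in A18D and 124 ± 132 in A18 (−4.51, adjusted p = 6.6e-05), and the LEA gene KZV57972 (D-29) at 22.7 ± 8.05 FPKM in A18D and 4.56 ± 3.77 in A18 (2.28, adjusted p = 7.8e-04). Rubisco activase KZV54856 was at 181 ± 88.7 FPKM in A18D and 6399.8 ± 2406 in A18 (−5.18, adjusted p = 7.4e-08). Small heat shock genes had 10 of 15 up-regulated, 1 down-regulated and 4 not called (10 and 1 when adjusted over the list alone, 11 and 0 after median-ratio scaling, and by camera up, adjusted p = 5.1e-09, and adjusted p = 0.27 with an estimated correlation) in F18D/F18. LEA genes had 18 of 23 up-regulated, 0 down-regulated and 5 not called (19 and 0 when adjusted over the list alone, and by camera up, adjusted p = 5.6e-20, and adjusted p = 0.15 with an estimated correlation) in F18D/F18 and 4 of 23 up-regulated, 0 down-regulated and 19 not called (4 and 0 when adjusted over the list alone, 10 and 0 after median-ratio scaling, and by camera up, adjusted p = 1.7e-05, and adjusted p = 0.45 with an estimated correlation) in A18D/A18, and nitrate and ammonium genes 12 of 35 up-regulated, 7 down-regulated and 16 not called (12 and 8 when adjusted over the list alone, 15 and 3 after median-ratio scaling, and by camera up, adjusted p = 0.0026, and adjusted p = 0.45 with an estimated correlation) in A18D/A18. F18D/F18 had 5654 down-regulated genes and fewer up-regulated ones, and after scaling 1832 down-regulated and 2048 up-regulated. A18D/A18 had 1204 up-regulated and 3864 down-regulated genes, 2156 and 1819 after scaling and 2704 in all with a fit of its 6 libraries alone. That fit ends the calls of KZV39965 and KZV57972.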

Large-scale reprogramming of the transcriptome was also observed in both acclimated and non-acclimated plants after continuous culture for 18 w (A18/A and F18/F) and subsequent rapid dehydration process (A18D/A18 and F18D/F18) (Fig 2A). In contrast, relatively small numbers of DEGs were detected between acclimated and non-acclimated fresh plants during early growth stages (A/F, A4/F4, A4/A, and F4/F) and dehydrated plants during later growth stages (A4D/F4D and A18D/F18D) (Fig 2A). Therefore, it may be suggested that drastic alternations in the transcriptional activity of genes occur during long-term growth and the dehydration stress response in young *B*. *hygrometrica* seedlings.

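Between acclimated and other plants at 4 w only single genes differed. A NAC transcription factor (KZV56958) was at 2.03 ± 1.26 FPKM in A4 and 25.96 ± 18.9 in F4 (−2.96, adjusted p = 0.030), and the lin-12-like gene KZV40753 at 7.32 ± 0.186 FPKM in A4 and 0.263 ± 0.179 in F4 (2.73, adjusted p = 0.0068). KZV56958 also set F4 apart from F, at 1.9 ± 0.764 FPKM in F (log2 fold change 2.97, adjusted p = 0.028), with glucose and ribitol dehydrogenase KZV33908 at 415 ± 301 FPKM in F4 and 65.1 ± 50.5 in F (2.67, adjusted p = 0.0094) and STAY-GREEN KZV42127, which starts chlorophyll breakdown, at 60.8 ± 37.6 FPKM in F4 and 13.7 ± 7.28 in F (2.01, adjusted p = 0.028). The NLP2-like gene KZV37886 was at 0.47 ± 0.382 FPKM in F4 and 4.81 ± 1.76 in F (−1.97, adjusted p = 0.0073). Among dehydrated plants, flavonol synthase KZV06704 was at 3.13 ± 0.783 FPKM in A4D and 31 ± 17.4 in F4D (−2.83, adjusted p = 0.031) and the flowering-promoting factor 1-like gene KZV50901 at 0.44 ± 0.382 FPKM in A4D and 12.8 ± 7.27 in F4D (−3.17, adjusted p = 0.0084). These 7 genes were chosen after their values were seen, and each of the calls ends when replicate 1 is left out of all groups. The F4/F calls of KZV33908 and KZV42127 hold when replicate 2 is left out and when replicate 3 is left out. The SMLII gene KZV25429 was at 0.18 ± 0.156 FPKM in A4 and 10.9 ± 10.97 in A (−2.97, adjusted p = 0.0099), a call that ends without replicate 2 or 3.
By limma A4/F4 had 4 up-regulated and 5 down-regulated genes (3 and 3 after scaling), F4/F 5 up-regulated and 5 down-regulated genes (3 and 2), A4D/F4D 1 up-regulated and 5 down-regulated genes (5 and 12), A4/A 163 up-regulated and 227 down-regulated genes (135 and 181) and A18D/F18D 35 up-regulated and 89 down-regulated genes (81 and 53, so that more are up- than down-regulated after scaling). Single libraries decide the A4 counts: without 1 library A4/F4 had 8 to 560 DEGs and A4/A 83 to 1213. F4/F had 5 to 58 and A18D/F18D 15 to 343 when 1 library was left out. Fitted on its own 6 libraries, none of A4/F4, A4/A, F4/F, A4D/F4D and A18D/F18D had a DEG, while the fit of all 39 libraries listed 1707, 3003, 1259, 975 and 2728 genes at an unadjusted p under 0.05. With no change a share of 0.05 of the 18736 genes is expected there, and the 975 of A4D/F4D are close to it. When the 6 A4 and F4 libraries were relabelled, 1 of the other splits called 1864 genes, and for A4/A 1092 and for F4/F 139.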

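Ranked by number of DEGs among the comparisons of drying, rewatering and growth, the dehydrations of plants at or before 4 w lead: F4D/F4 8669, A4D/A4 8593, FD/F 7932 and AD/A 7360. F18D/F18 (6802), slow drying SD/F (6550), rewatering A/SD (6530) and A18D/A18 (5068) follow, then growth to 18 w with F18/F at 3862 and A18/A at 2465. After scaling F18D/F18 drops to 3880 and takes its place below SD/F (6343) and beside A18D/A18 (3975). From these counts the authors propose that transcription shifts drastically during long growth and when young seedlings dry.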

**Fig 2:**
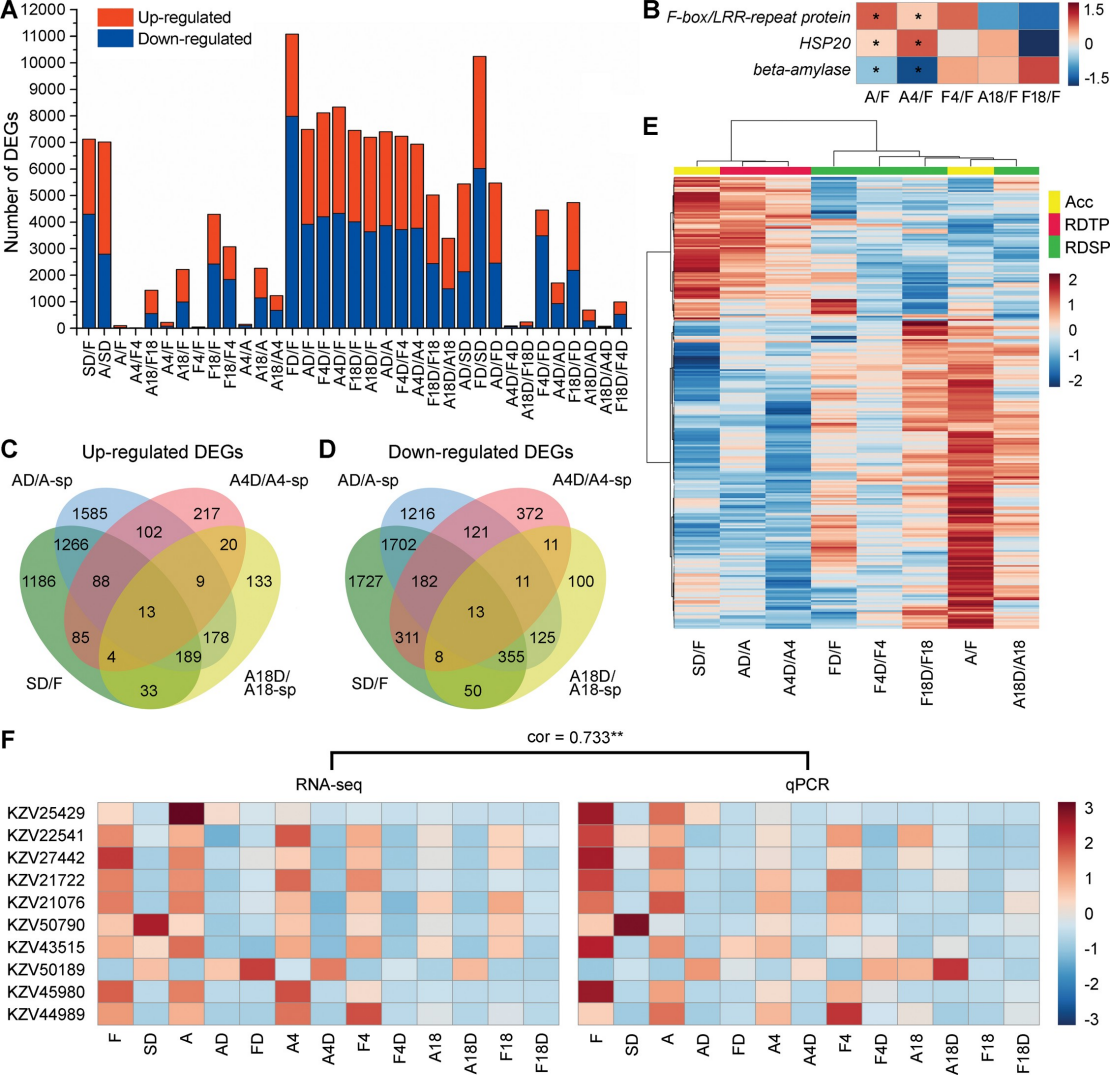
Transcriptome changes in *B*. *hygrometrica* plants during acclimation and responding to rapid dehydration stress. (A) Number statistic of DEGs between samples. (B) Expression changes of acclimation-induced and -inhibited genes in acclimated/non-acclimated fresh plants during dehydration stress memory. Scale bar represents log2 fold-change expression (red, upregulation; blue, downregulation) between samples. Genes with significant expression differences between samples (fold change ≥ 2 and adjusted *p* ≤ 0.05) are indicated by asterisks (*) in the squares. (C and D) Venn diagrams displaying the overlap of up- (C), and down-regulated (D) DEGs specific response in fresh plants responding to slow soil-drying (SD/F) and drought-acclimated plants responding to rapid dehydration (AD/A-sp, A4D/A4-sp, and A18D/A18-sp). (E) Hierarchical clustering heatmap showing the expression changes of RDT-specific dehydration stress memory genes in plants during acclimation (SD/F and A/F) and both acclimated and non-acclimated fresh plants responding to rapid dehydration stress (FD/F, AD/A, F4D/F4, A4D/A4, F18D/F18, and A18D/A18). Acc, the acclimation process; RDTP, rapid dehydration-tolerant plants; RDSP, rapid dehydration-sensitive plants. Scale bar represents log2 fold-change expression (red, upregulation; blue, downregulation) between samples. (F) Validation of the RNA-seq data by qPCR. The average FPKM values of the RNA-seq results and the average relative expression values from three independent qPCR experiments are shown in the left- and right-hand heatmaps, respectively. Correlation is significant at the 0.01 level. Scale bar represents the normalized expression of each gene between samples.

### Identification of putative RDT-related memory genes

Comparisons of the list of up- and down-regulated DEGs between acclimated and non-acclimated fresh plants at three growth stages were performed to identify candidate genes responsible for the drought acclimation-induced RDT in *B*. *hygrometrica*. 

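Acclimation left few genes changed in fresh leaves. A lectin-like gene annotated SMLII (KZV27092) was at 8953 ± 6455 FPKM in A and 347 ± 437 in F (log2 fold change 5.61, standard error 1.13, adjusted p = 0.031), the LEA gene KZV56071 at 88 ± 41.2 FPKM in A and 8.85 ± 1.85 in F (3.09, adjusted p = 0.040), a zinc finger gene (KZV32422) at 62.5 ± 13.1 FPKM in A and 10.3 ± 12.9 in F (3.11, adjusted p = 0.019) and alliin lyase KZV45713 at 50.8 ± 9.94 FPKM in A and 11.8 ± 1.82 in F (2.01, adjusted p = 0.023). ABA 8'-hydroxylase 1 (KZV20744), which breaks down ABA, was at 11.6 ± 3.33 FPKM in A and 34.97 ± 3.71 in F (−1.54, adjusted p = 0.028), the RADIALIS-like transcription factor KZV18367 at 9.75 ± 5.13 FPKM in A and 97.9 ± 31.5 in F (−3.28, adjusted p = 0.047) and RNA helicase 46 (KZV43414) at 38.7 ± 13.6 FPKM in A and 97.5 ± 19.5 in F (−1.35, adjusted p = 0.031). For each of these 7 calls there is at least 1 replicate whose removal from all groups ends it. A/F had 11 up-regulated and 11 down-regulated genes by limma (12 and 6 after scaling), 5 to 57 in all when 1 library was left out, and with its 6 libraries alone none, where 1436 genes had an unadjusted p under 0.05 in the fit of all libraries. With no change in A/F a share of 0.05 of the 18736 genes is expected under that bound. LEA genes had 1 of 23 up-regulated, 0 down-regulated and 22 not called (3 and 1 when adjusted over the list alone, and by camera up, adjusted p = 7.4e-04, and adjusted p = 0.60 with an estimated correlation) and small heat shock genes 0 of 15 up-regulated, 0 down-regulated and 15 not called (1 and 0 when adjusted over the list alone, and by camera up, adjusted p = 5.7e-06, and adjusted p = 0.36 with an estimated correlation).
At 18 w the difference was wide. AWPM-19-like KZV20706 of the LEA list was at 4219.5 ± 1107 FPKM in A18 and 375 ± 70.3 in F18 (log2 fold change 3.47, standard error 0.502, adjusted p = 5.1e-05), LEA D-34 (KZV25445) at 407 ± 149 FPKM in A18 and 49.5 ± 21.4 in F18 (3.04, adjusted p = 3.1e-04), the antenna gene KZV50324 at 9148 ± 1342 FPKM in A18 and 1076 ± 366 in F18 (3.14, adjusted p = 7.7e-04), pectinesterase KZV16680 at 390 ± 147 FPKM in A18 and 27.7 ± 13.5 in F18 (3.81, adjusted p = 3.1e-05) and aldose reductase KZV48739 at 761 ± 329 FPKM in A18 and 56.2 ± 26.1 in F18 (3.73, adjusted p = 0.0022). Nitrate transporter KZV47208 was at 1.26 ± 0.777 FPKM in A18 and 159 ± 119.6 in F18 (−5.88, adjusted p = 5.5e-06), the BURP-domain gene KZV48469 at 1.39 ± 0.939 FPKM in A18 and 337 ± 267 in F18 (−6.89, adjusted p = 2.4e-07), allene oxide cyclase KZV19494 of jasmonate synthesis at 109 ± 122 FPKM in A18 and 1439.5 ± 427 in F18 (−4.54, adjusted p = 0.0020) and the ABA receptor PYL4 (KZV34936) at 0.81 ± 0.849 FPKM in A18 and 17.1 ± 18.1 in F18 (−2.96, adjusted p = 5.7e-04). Without replicate 1 the call of KZV19494 ends, and without replicate 2 those of KZV25445, KZV50324, KZV48739 and KZV34936. LEA genes had 16 of 23 up-regulated, 0 down-regulated and 7 not called (18 and 0 when adjusted over the list alone, and by camera up, adjusted p = 1.6e-27, and adjusted p = 0.080 with an estimated correlation), ELIP genes 10 of 18 up-regulated, 0 down-regulated and 8 not called (14 and 0 when adjusted over the list alone, and by camera up, adjusted p = 2.9e-14, and adjusted p = 0.27 with an estimated correlation), small heat shock genes 7 of 15 up-regulated, 0 down-regulated and 8 not called (9 and 0 when adjusted over the list alone, and by camera up, adjusted p = 7.4e-13, and adjusted p = 0.15 with an estimated correlation), photosystem genes 6 of 34 up-regulated, 0 down-regulated and 28 not called (6 and 0 when adjusted over the list alone, and by camera up, adjusted p = 1.7e-13, and adjusted p = 0.41 with an estimated correlation) and nitrate and ammonium genes 0 of 35 up-regulated, 18 down-regulated and 17 not called (1 and 18 when adjusted over the list alone, 0 and 10 after median-ratio scaling, and by camera down, adjusted p = 2.0e-05, and adjusted p = 0.36 with an estimated correlation). A18/F18 had 375 up-regulated and 1077 down-regulated genes (477 and 355 after scaling; 923 in all with a pseudocount of 0.1, 477 with its 6 libraries alone, and 483 to 1435 when 1 library was left out).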

The analysis showed that none of the up- or down-regulated DEGs between A and F were differentially expressed between A4 and F4 (S2 Fig). Nevertheless, two genes encoding F-box/LRR-repeat protein (FBXL, KZV28834) and heat shock protein 20 (HSP20, KZV34970) and the gene encoding *β*-amylase (BAM, KZV36643) were up- and down-regulated (fold change ≥ 2, adjusted *p* ≤ 0.05) in rapid desiccation-tolerant plants (A and A4) compared with the initial control-group plants (F), respectively (Figs 2B and S3). In contrast, there were no significant differences in their transcript abundances between rapid desiccation-sensitive (F4, F18, and A18) and the initial control-group plants (Fig 2B).

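The F-box gene KZV28834 (KV010001.1, 381483 to 386490) was at 1.75 ± 1.09 FPKM in A, 1.08 ± 0.263 in A4 and 0.287 ± 0.119 in F. F-box proteins pick targets for degradation. The small heat shock gene KZV34970 (KV005015.1, 470995 to 471477) was at 146 ± 33.7 in A, 342 ± 278 in A4 and 44.5 ± 19.2 in F. The beta-amylase gene KZV36643 (KV003316.1, 4795 to 7661), of starch breakdown, was at 55.7 ± 10.9 in A, 27.05 ± 18.7 in A4 and 139.9 ± 37.4 in F. In A/F none of the 3 was called (KZV28834 log2 fold change 1.02, standard error 0.301, adjusted p = 0.23; KZV34970 1.74, adjusted p = 0.57; KZV36643 −1.29, adjusted p = 0.60). In A4/F KZV36643 was down-regulated (log2 fold change −2.58, adjusted p = 0.017, a call that ends without replicate 1 or 2), and KZV28834 (0.69, adjusted p = 0.23) and KZV34970 (2.47, adjusted p = 0.082) were not called.
Over all genes A4/F had 161 up-regulated and 190 down-regulated genes (211 and 120 after scaling), and 64 to 1190 in all when 1 library was left out. With A/F it shared 4 up-regulated and 4 down-regulated genes, where independent lists would share 0.0945 and 0.112. A/F and A4/F use the same 3 F libraries: in 20 simulations with that control shared and no change, the overlap was 0.050 on average and 1 at most, with a correlation of the log2 fold changes of 0.499 and a covariance of 0.112, against 0.414 and 0.143 observed. The simulated genes varied independently of each other, so with genes that vary together the overlap could range more widely. After genes called in F4/F, F18/F or A18/F were set aside, 0 shared genes were left by limma. Without replicate 2 it was 1 (KZV13846) and without replicate 3 1 (KZV14232), both outside the genes chosen beforehand.

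**Figure D4:**
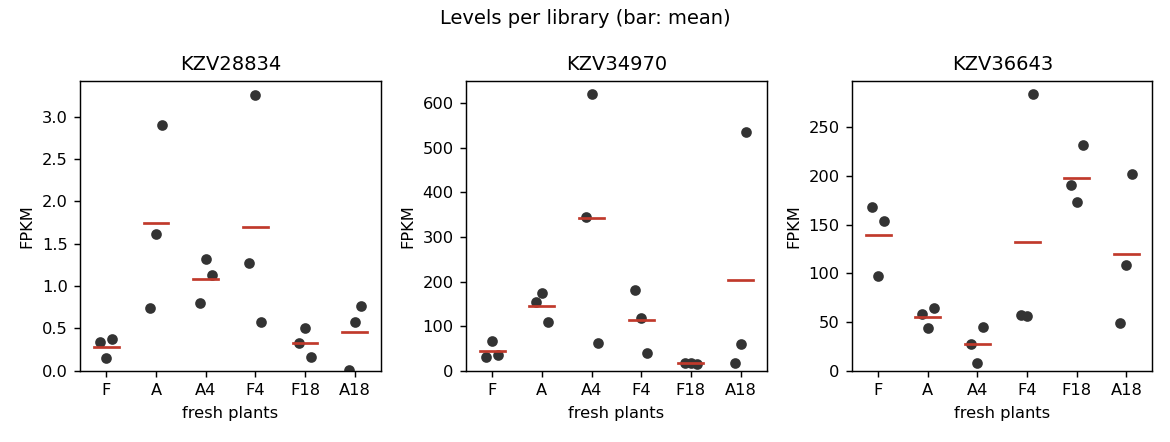
FPKM of KZV28834, KZV34970 and KZV36643 in each library (points) of the 6 fresh groups, with the group mean as a bar. The libraries of A4 and A18 spread widely for KZV34970.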

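KZV28834 was at 1.703 ± 1.39 FPKM in F4, 0.333 ± 0.175 in F18 and 0.453 ± 0.396 in A18. KZV34970 was at 113 ± 70.9 in F4, 17.01 ± 1.195 in F18 and 204 ± 286 in A18, where the 3 A18 libraries read 17.98, 60.63 and 533.82. KZV36643 was at 133 ± 131, 198 ± 30.2 and 119.9 ± 77.02. None of the 3 was called against F in these groups: KZV28834 0.95, adjusted p = 0.34 in F4/F, 0.05, adjusted p = 0.94 in F18/F and 0.14, adjusted p = 0.82 in A18/F; KZV34970 1.16, adjusted p = 0.92, −1.26, adjusted p = 0.24 and 0.99, adjusted p = 0.42; KZV36643 −0.47, adjusted p = 1, 0.53, adjusted p = 0.55 and −0.404, adjusted p = 0.72 (log2 fold changes by limma).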

Meanwhile, we compared the list of rapid dehydration-induced up- and down-regulated DEGs between the drought-acclimated plants (AD/A, A4D/A4, and A18D/A18) and their respective non-acclimated control groups (FD/F, F4D/F4, and F18D/F18), respectively (S4 Fig). 

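ELIP genes are among the genes that rapid dehydration up-regulated in A and not in F, and in A4 and not in F4: KZV49260 had a log2 fold change 2.804 in AD/A (adjusted p = 0.0052) and 3.52 in A4D/A4 (adjusted p = 5.6e-04). The cytokinin-synthesis gene KZV18512 (adenylate isopentenyltransferase 3) had a log2 fold change 1.94 in AD/A (adjusted p = 0.0096) and 3.21 in A4D/A4 (adjusted p = 5.5e-05), and KZV44090, a PRP16-like splicing helicase, a log2 fold change 1.697 in AD/A (adjusted p = 1.4e-04) and 1.01 in A4D/A4 (adjusted p = 0.014). Down-regulated was the heat shock cognate gene KZV30312, with a log2 fold change −2.14 in AD/A (adjusted p = 0.0016) and −1.61 in A4D/A4 (adjusted p = 0.013). Chosen after their values were seen, the ABA-responsive element binding protein KZV44427, which switches on ABA target genes, had a log2 fold change 2.34 in AD/A (adjusted p = 1.4e-04) and 2.01 in A4D/A4 (adjusted p = 6.6e-04), and protein phosphatase 2C KZV34234 a log2 fold change 1.5003 in AD/A (adjusted p = 8.2e-06) and 1.06 in A4D/A4 (adjusted p = 6.1e-04). A gene counts as specific at a stage when it is called in the acclimated plants and not, in that direction, in their control. Genes specific in AD/A and A4D/A4 and not in A18D/A18 numbered 122 up-regulated, where independent lists would give 18.5, and 140 down-regulated, where they would give 106. The ELIP list holds 4 of the 122 (0.12 expected; 3 of the 4 have identical FPKM) and the ABA list 3 (0.56 expected). The sets depend on calls at a threshold: other labellings of acclimated and non-acclimated libraries gave up to 200 up-regulated and 708 down-regulated genes, and of 100 labellings, the real one included, 6 and 39 reached the real counts. Median-ratio scaling keeps 18 and 33 of the genes in sets of 161 and 180. Without A4 replicate 2, chosen after the data were seen, there were 74 up-regulated and 145 down-regulated genes.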

In total, 493 DEGs, including 190 up- and 303 down-regulated genes, were identified as specific rapid dehydration-responsive genes in rapid desiccation-tolerant plants (AD/A and A4D/A4). These genes showed no significant transcriptional changes or opposite responses of RDT-erased plants to rapid dehydration stress (A18D/A18) and their corresponding control groups (FD/F, F4D/F4, and F18D/F18) (Figs 2C and 2D, and S5). 

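In the other rapid dehydrations, of plants without acclimation and of A18, the ELIP gene KZV49260 had log2 fold changes of −3.17 in FD/F, 1.497 in F4D/F4, 3.16 in F18D/F18 and 1.66 in A18D/A18, and the isopentenyltransferase KZV18512 0.65 in FD/F, 1.04 in F4D/F4, −1.49 in F18D/F18 and 1.42 in A18D/A18. The PRP16-like helicase KZV44090 had 0.65 in FD/F, 0.52 in F4D/F4, −0.43 in F18D/F18 and 0.38 in A18D/A18, and the heat shock cognate KZV30312 0.11 in FD/F, −1.197 in F4D/F4, −2.16 in F18D/F18 and −2.11 in A18D/A18. A call in one comparison and none in another is not a difference between the 2, so the difference was tested by limma as an interaction of dehydration with acclimation. Of the 122 up-regulated genes 34 passed in AD/A against FD/F, and of the 140 down-regulated ones 26. In A4D/A4 against F4D/F4 0 of either passed, and over all genes that interaction called 1 gene up and 1 down, with 1108 genes at an unadjusted p under 0.05. With no difference a share of 0.05 of the 18736 genes is expected there, which is not far below 1108. The interaction at 4 w had 0 to 4 genes when 1 replicate was left out of all groups.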

Functional categories of the RDT-specific DEGs were classified according to the Gene Ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. GO term enrichment analysis revealed that the RDT-specific DEGs were enriched in the biological processes of auxin polar transport, lipid metabolism, plant epidermal cell differentiation, tissue development, and negative regulation of post-embryonic development, but this was not statistically significant (*p* ≤ 0.05, Q-value > 0.05) (S2 Table). The KEGG pathway enrichment analysis showed that histidine metabolism, zeatin biosynthesis, nicotinate and nicotinamide metabolism, and *α*-linolenic acid metabolism were enriched (*p* ≤ 0.05, Q-value > 0.05) by these RDT-specific DEGs in rapid desiccation-tolerant plants (S2 Table). 

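Slow drying had already moved some of these genes the same way. KZV49260 (ELIP) had a log2 fold change of 5.86 in SD/F (adjusted p = 8.2e-07), the PRP16-like helicase KZV44090 1.49 (adjusted p = 7.4e-04) and KZV30312 (heat shock cognate 70 kDa) −2.35 (adjusted p = 7.7e-04). ELIP genes make 4 of the up-regulated genes shared by SD/F, AD/A and A4D/A4 (0.071 expected). Of the genes specific to A and A4, 74 up-regulated (60.7% of 122) and 44 down-regulated (31.4% of 140) were called the same way in SD/F, where the share of all genes so called in SD/F would give 15.7 and 30.9. SD/F is itself a drying, and these genes were picked for changing on drying. An excess over that share therefore does not show memory. The medians of the 74 were 1.91 in SD/F, 1.73 in AD/A and 1.49 in A4D/A4, and of the 44 −1.95, −1.42 and −1.44. Of 100 labellings of the libraries, the real one included, 3 gave 74 or more up-regulated genes (93 at most in the others) and 13 gave 44 or more down-regulated ones (141 at most). The counts were 39 to 93 and 31 to 55 when 1 replicate was left out of all groups, and 49 up-regulated with each comparison fitted on its own 6 libraries. After scaling the sets have 83 and 68 genes, and they hold 10 of the 74 and 6 of the 44. In A4D/A4 against F4D/F4 0 of the 118 passed the adjusted limma test, and 19 had an unadjusted p under 0.05, a number that choosing the genes by their calls in these 2 comparisons raises.

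**Figure D5:**
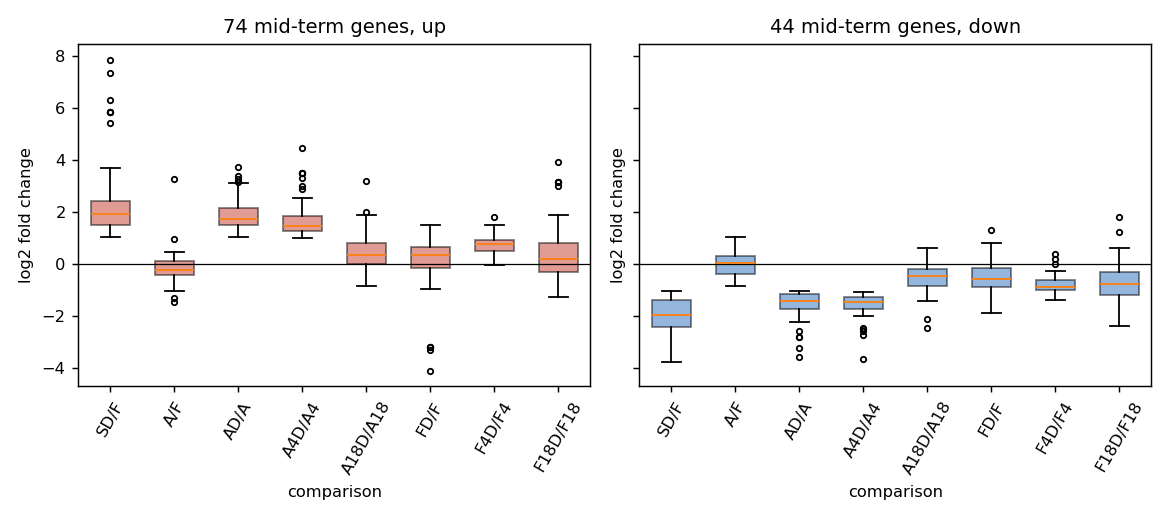
Log2 fold changes of 74 up-regulated and 44 down-regulated genes shared by SD/F, AD/A and A4D/A4, in 8 comparisons (box: quartiles). Changes in A/F lie near 0, and those in F4D/F4 lie between those in A/F and A4D/A4.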

Remarkably, approximately 46% (88 genes) and 60% (182 genes) of the RDT-specific up- and down-regulated DEGs, respectively, showed the same transcriptional changes in fresh plants subjected to slow soil-drying (Fig 2C and 2D), thus representing putative mid-term dehydration stress memory genes that were acquired after drought acclimation and maintained during early growth stage (A and A4) in *B*. *hygrometrica*. Almost all of these RDT-specific dehydration stress memory genes that were pre-induced after slow soil-drying (SD/F) decreased their transcription back to basal levels after rehydration (A/F) (Fig 2E). In addition, a total of 6,616 DEGs, including 3,218 up- and 3,398 down-regulated genes, were identified as specific rapid dehydration-responsive genes in drought-acclimated plants at the initial growth stage (AD/A), in comparison with those at later growth stages (Fig 2C and 2D). Among them, approximately 45% (1,455 genes) and 61% (2,057 genes), defined as putative short-term dehydration stress memory genes, were pre-induced by drought acclimation but erased at the later growth stage (A4D/A4) and showed no significant transcriptional changes or opposite responses in non-acclimated plants (FD/F and F4D/F4) (Figs 2C and 2D, and S6). Moreover, a total of 48 DEGs, including 22 up- and 24 down-regulated genes, were identified as specific rapid dehydration-responsive genes in drought-acclimated plants during the entire growth stage (AD/A, A4D/A4, and A18D/A18) (Fig 2C and 2D), and more than half of these genes were pre-induced by drought acclimation (defined as putative long-term dehydration stress memory genes) (S7 Fig). These data suggest that drought acclimation may contribute to a more rapid and robust response of gene expression changes under rapid dehydration stress.

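After rehydration KZV49260 had a log2 fold change of 0.47 in A/F, the PRP16-like gene KZV44090 −0.32 and the heat shock cognate KZV30312 0.86. None of the 118 genes was called in A/F by limma. A/F had 22 DEGs among all 18736 genes, so the lack of a call tells little by itself. Within 1 log2 of F were 70 of the 74 and 43 of the 44, and the share of all genes within it is not given here. The medians were −0.23 and 0.06. In the controls the 74 had medians of 0.34 in FD/F and 0.79 in F4D/F4, where 73 had the sign they have in A4D/A4, and the 44 of −0.57 and −0.87, where 41 had it. At 18 w the medians were 0.37 and −0.46 in A18D/A18.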

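Among genes called in AD/A and not in FD/F, and without such a difference from the control at the later stages, are the 1-Cys peroxiredoxin KZV57762, an antioxidant of seeds, with a log2 fold change of 6.07 (adjusted p = 2.0e-06), and the ABA 8'-hydroxylase 2 gene KZV37666 with 3.66 (adjusted p = 6.8e-07). The chloroplast carbonic anhydrase KZV32947 had −4.79 (adjusted p = 1.8e-05) and galactinol synthase 1 (KZV17819) −1.49 (adjusted p = 1.3e-04). Called in AD/A and not in FD/F were 915 genes up-regulated and 1493 down-regulated. Of these, 719 and 1098 were specific in neither A4D/A4 nor A18D/A18, and 390 and 1410 genes were specific in A4D/A4, 532 and 1048 in A18D/A18.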

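KZV27934 and KZV20247 (ELIP) and oleosin 5 (KZV43411) are among the genes up-regulated in SD/F and AD/A and not in FD/F, with no such difference from the control at 4 w and 18 w; their log2 fold changes in SD/F were 9.61, 8.08 and 2.46, and in FD/F 1.89, 1.86 and 0.31. Down-regulated in that way were Stomagen KZV27708, which promotes stomata, with −3.14 in AD/A, the proline-synthesis gene KZV36889 with −1.59997 and the SMLII gene KZV25428 with −2.17. The set has 290 up-regulated genes (40.3% of 719, with 92.7 expected from the share of all genes called that way in SD/F) and 337 down-regulated ones (30.7% of 1098, with 242 expected). These genes too were picked for changing on drying, so an excess over that share does not show memory. After scaling the sets have 341 and 310 genes, and they hold 174 of the 290 and 138 of the 337. ELIP genes make 4 of the 290 (0.28 expected), and plastid and mitochondrial ribosome genes 4 of the 337 (0.76 expected). Of these, 131 and 85 passed the interaction test in AD/A against FD/F. When specific is taken at every stage to mean past the interaction test as well, the set, formed anew, has 174 and 118 genes. Other labellings of the libraries gave 359 and 444 genes at most, and 3 of 100, the real one included, reached the real count in each direction.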

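Histone H2B.1 (KZV55309), a DNA-packaging protein, was down-regulated by rapid dehydration of A, A4 and A18 and by slow drying, with log2 fold changes of −1.05, −2.35, −1.07 and −3.4996, against −0.54 in FD/F, −0.96 in F4D/F4 and 0.06 in F18D/F18. Specific to the acclimated plants at all 3 stages were 20 up-regulated and 19 down-regulated genes (0.54 and 6.28 expected), and 12 and 10 of these were called the same way in SD/F (2.58 and 4.19 expected from the share of all genes called that way in SD/F). Here as well the genes were picked for changing on drying, so an excess over that share does not show memory. After scaling the sets have 15 and 12 genes, with 1 of the 12 and 1 of the 10 among them. With a pseudocount of 0.1 the up-regulated genes were 7, and with each comparison fitted on its own libraries they were 2 and 3. The counts were 3 to 9 and 2 to 10 when 1 replicate was left out of all groups. None of the 22 passed every interaction test by limma, and of 100 labellings, the real one included, only the real one gave 12 or more up-regulated genes (9 at most in the others) and 18 gave 10 or more down-regulated ones (39 at most).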

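Tested directly in AD/A against FD/F, several ELIP transcripts had a larger and several plastid ribosome transcripts a smaller log2 fold change in acclimated plants. At 4 w the same test called 1 gene up and 1 down. The gene up was KZV41115, which is listed at 0 in all A4 libraries, a value that can be a failed estimate. The gene down, KZV52178, had a log2 fold change of 0 in A4D/A4 and 2.74 in F4D/F4. FD lies apart: its libraries match another group at 0.880 to 0.892 at best. Those of AD match F4D at 0.943 to 0.948. A trait of FD can therefore not be told apart from acclimation. The largest difference among list members was that of KZV58694, annotated senescence-associated (0.33 against −7.92, difference 8.25, adjusted p = 7.5e-13). The log2 fold changes in AD/A against those in FD/F were 6.87 against 0.11 (difference 6.77, adjusted p = 0.0059) for the ELIP gene KZV28384, 5.502 against 1.67 (difference 3.83, adjusted p = 0.011) for the ELIP gene KZV50303, and 5.38 against 2.63 (difference 2.76, adjusted p = 0.012) for the AWPM-19-like LEA gene KZV20706. Protochlorophyllide oxidoreductase C (KZV52218) had −5.54 against −2.88 (difference −2.65, adjusted p = 0.0097), plastid ribosomal protein KZV51401 −5.003 against −2.69 (difference −2.32, adjusted p = 0.029), and 60S acidic ribosomal protein P1 (KZV40948) 0.25 against 5.32 (difference −5.06, adjusted p = 2.5e-08). ELIP genes had 7 with a larger and 0 with a smaller log2 fold change of 18 (9 and 0 when adjusted over the list alone, 7 and 0 after scaling; camera adjusted p = 9.7e-06, and adjusted p = 0.46 with an estimated correlation), 3 of the 7 with identical FPKM, plastid and mitochondrial ribosome genes 0 with a larger and 13 with a smaller log2 fold change of 42 (0 and 22 when adjusted over the list alone, 0 and 10 after scaling; camera adjusted p = 3.0e-09, and adjusted p = 0.36 with an estimated correlation), cytosolic ribosome genes 2 with a larger and 18 with a smaller log2 fold change of 137 (2 and 26 when adjusted over the list alone, 2 and 22 after scaling; camera adjusted p = 9.7e-10, and adjusted p = 0.66 with an estimated correlation) and chlorophyll synthesis genes 0 with a larger and 4 with a smaller log2 fold change of 14 (0 and 7 when adjusted over the list alone, 0 and 4 after scaling; camera adjusted p = 0.0025, and adjusted p = 0.44 with an estimated correlation). At 18 w the nitrate transporter KZV47208 had 4.34 against −0.76 (difference 5.11, adjusted p = 0.011) in A18D/A18 against F18D/F18, and nitrate and ammonium genes 5 with a larger and 0 with a smaller log2 fold change of 35 (11 and 0 when adjusted over the list alone, 2 and 0 after scaling; camera adjusted p = 0.0021, and adjusted p = 0.44 with an estimated correlation).
The interaction called 824 genes with a larger and 827 with a smaller log2 fold change in AD/A than in FD/F (989 and 874 after scaling), and 655 to 842 genes in all when 1 replicate was left out of all groups. In A18D/A18 against F18D/F18 it called 96 and 54 (48 and 59 after scaling), and 4 to 205 in all when 1 replicate was left out, 57 with a pseudocount of 0.1 and 16 with the 12 libraries alone. Other labellings of acclimated and non-acclimated libraries gave at most 1892 and 1187 genes, and 2 and 4 of 100, the real one included, reached the real counts. From the memory sets the authors propose that drought acclimation makes the later response of gene expression to rapid dehydration faster and stronger.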

To validate the RNA-seq data, the relative expression levels of 10 genes randomly selected from the lists of up- and down-regulated RDT-specific DEGs were determined in each sample by quantitative real-time PCR (qPCR). The transcription profiles of these genes in both acclimated and non-acclimated plants during growth and dehydration stress obtained from an independent qPCR evaluation was significantly positively correlated [Pearson correlation coefficient (cor)  =  0.733, *p* < 0.001] with those from the transcriptomes (Fig 2F), indicating the high reproducibility of the RNA-Seq results.

### Transcriptional profiles of methylation pathway genes in *B*. *hygrometrica* during RDT acquisition, maintenance, and erasing

To investigate whether DNA methylation is involved in the process of drought acclimation-induced RDT acquisition, maintenance, and erasing in *B*. *hygrometrica* plants, we inspected genes encoding DNA methylation and demethylation-related enzymes at the transcriptomic scale; we also assayed their expression profile changes in both acclimated and non-acclimated plants during growth and dehydration stress. Several DNA methylation pathway genes were identified from the *B*. *hygrometrica* transcriptome; 10 genes encoding DNA methyltransferase 1/chromomethyltransferase 3 (MET1/CMT3), 9 genes encoding DNA (cytosine-5)-methyltransferase (DNMT), 8 genes encoding histone deacetylase (HDAC), 1 gene encoding decrease in DNA methylation 1 (DDM1), 2 genes encoding RNA-directed DNA methylation 4 (RDM4), 1 gene encoding factor of DNA methylation 1 (FDM1), and 5 genes encoding transcriptional activator DEMETER-like DNA demethylase/repressor of silencing 1 (DML/ROS1) (Fig 3A). 

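Genes of DNA methylation and demethylation were not called between A and F or between A4 and F4. The chromomethylase CMT3 (KZV43016), which keeps CHG methylation, was at 15.5 ± 14.4 FPKM in A4 and 2.09 ± 1.51 in F4 (1.57, adjusted p = 0.54), the histone deacetylase 6 gene KZV34747 at 39.6 ± 6.64 FPKM in A and 39.8 ± 4.49 in F (−0.01, adjusted p = 1), and the factor of DNA methylation 1 gene KZV30079 at 9.94 ± 0.715 FPKM in A and 12.2 ± 3.52 in F (−0.24, adjusted p = 0.96). Of the 36 genes 35 were kept, and in A/F and A4/F4 limma called 0 of them, over all genes or over this list alone. Among all genes A/F had 22 DEGs and A4/F4 9, so 0 calls among these 35 genes over all genes tells little by itself. Without A4 replicate 2, chosen after the data were seen, 3 were up-regulated in A4/F4. In A18/F18 the demethylase gene KZV31242 was at 6.38 ± 1.303 FPKM in A18 and 22.1 ± 3.54 in F18 (−1.65, adjusted p = 0.0084), histone deacetylase 8 (KZV52430) at 32.5 ± 13.9 FPKM in A18 and 15.3 ± 1.095 in F18 (0.95, adjusted p = 0.15), and KZV26154 at 15.2 ± 5.897 FPKM in A18 and 7.37 ± 1.71 in F18 (0.92, adjusted p = 0.20). Of these only KZV31242 was called, and not without replicate 1 or 2.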

No significant difference was detected in the expression of genes encoding methylation or demethylation-related enzymes between the acclimated and non-acclimated fresh plants at early growth stages (A/F and A4/F4); only two genes encoding HDAC (KZV52430) and DNMT (KZV26154) involved in the maintenance of CG methylation and a gene encoding DML (KZV31242) required for DNA demethylation were presented significantly higher and lower expression, respectively, in drought-acclimated fresh plants after continuous culture for 18 w than those of the non-acclimated plants (A18/F18) (Fig 3A). In contrast, members of several enzyme families, including HDA, DNMT, and MET1/CMT3, required for the establishment and maintenance of DNA methylation, exhibited significant dehydration-induced transcriptional changes in acclimated or non-acclimated plants (Fig 3A). Nevertheless, the transcription of a gene encoding FDM1 (KZV30079), involved in RNA-directed DNA methylation (RdDM), and several members of the DML enzyme family were significantly or moderately down-regulated in both acclimated and non-acclimated fresh plants in response to dehydration stress (Fig 3A). Furthermore, among these DNA methylation pathway genes, it is obvious that a higher number of genes were down-regulated than those that were up-regulated in response to dehydration stress (Fig 3A). 

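Histone deacetylase 6 (KZV34747), which silences genes together with DNA methylation, was down-regulated in every rapid dehydration, at 12.7 ± 1.59 FPKM in FD and 39.8 ± 4.49 in F (−1.57, adjusted p = 4.4e-07), and at 15.1 ± 1.27 in AD (−1.33, adjusted p = 6.5e-06), 8.09 ± 0.687 in F4D (−2.05, adjusted p = 2.9e-09), 8.11 ± 3.66 in A4D (−2.17, adjusted p = 1.2e-09), 13.4 ± 1.804 in F18D (−1.61, adjusted p = 9.3e-07) and 12.6 ± 3.34 in A18D (−1.47, adjusted p = 5.2e-06). After scaling the calls in AD/A, F18D/F18 and A18D/A18 end. Up-regulated were 3 genes the paper puts in the MET1/CMT3 family: G001016 was at 57.6 ± 10.3 FPKM in AD and 4.93 ± 1.41 in A (3.32, adjusted p = 1.1e-06), G001017 at 55.9 ± 8.87 FPKM in AD and 4.41 ± 1.604 in A (3.43, adjusted p = 4.3e-09) and KZV26139 at 54.4 ± 2.49 FPKM in AD and 11.7 ± 3.801 in A (2.17, adjusted p = 9.0e-07). The deposited annotation calls all 3 uncharacterized. The cytosine methyltransferase KZV43376 was at 2.95 ± 0.224 FPKM in AD and 0.90 ± 0.798 in A (1.13, adjusted p = 0.020), and CMT3 (KZV43016) was down-regulated in A4D/A4 (−2.605, adjusted p = 0.0048), where the A4 libraries spread widely. The call of KZV43376 ends without replicate 2 or 3, and that of KZV43016 without replicate 1 or 3. Up- and down-regulated counts of the 10 MET1/CMT3 genes were 3 and 0 in SD/F, 2 and 2 in FD/F, 5 and 0 in AD/A, 4 and 0 in F4D/F4, 3 and 1 in A4D/A4, 2 and 0 in F18D/F18, 4 and 0 in A18D/A18. The FD/F counts include G001017, which is listed at 0 in all FD libraries and was at 4.61 ± 1.12 FPKM in F. G001016, of the same annotation, was at 83.5 ± 22.2 FPKM in FD, so that 0 can be a failed estimate. For the 9 DNMT genes the counts were 2 and 2 in SD/F, 2 and 4 in FD/F, 1 and 3 in AD/A, 1 and 5 in F4D/F4, 1 and 2 in A4D/A4, 1 and 4 in F18D/F18, 0 and 1 in A18D/A18, and for the 8 HDAC genes 0 and 2 in SD/F, 0 and 2 in FD/F, 1 and 2 in AD/A, 1 and 5 in F4D/F4, 0 and 4 in A4D/A4, 0 and 2 in F18D/F18, 1 and 3 in A18D/A18. After scaling the MET1/CMT3 counts were 3 and 0 in SD/F, 2 and 2 in FD/F, 5 and 0 in AD/A, 4 and 0 in F4D/F4, 4 and 1 in A4D/A4, 4 and 0 in F18D/F18, 5 and 0 in A18D/A18, the DNMT counts 2 and 2 in SD/F, 2 and 3 in FD/F, 2 and 1 in AD/A, 2 and 2 in F4D/F4, 2 and 1 in A4D/A4, 1 and 0 in F18D/F18, 1 and 0 in A18D/A18, and the HDAC counts 0 and 2 in SD/F, 0 and 1 in FD/F, 1 and 1 in AD/A, 1 and 1 in F4D/F4, 0 and 1 in A4D/A4, 0 and 0 in F18D/F18, 1 and 1 in A18D/A18.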

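The factor of DNA methylation 1 gene KZV30079, which acts where small RNAs guide methylation, had log2 fold changes of −1.45, adjusted p = 0.012 in SD/F, −1.35, adjusted p = 0.016 in FD/F, −1.0999, adjusted p = 0.051 in AD/A, −2.87, adjusted p = 5.0e-06 in F4D/F4, −2.18, adjusted p = 2.2e-04 in A4D/A4, −1.68, adjusted p = 0.0041 in F18D/F18, −2.199, adjusted p = 4.6e-04 in A18D/A18. After scaling it was called in SD/F, F4D/F4, A4D/A4 and A18D/A18, and only the calls in F4D/F4 and A4D/A4 hold without each of the 3 replicates. DEMETER-like demethylases, which remove methylated cytosine, were down-regulated in some dehydrations and not called in others: KZV28448 had −1.61, adjusted p = 0.017 in SD/F, −1.21, adjusted p = 0.063 in FD/F, −1.13, adjusted p = 0.077 in F4D/F4, −1.45, adjusted p = 0.025 in A4D/A4, and KZV31242 −1.02, adjusted p = 0.029 in F4D/F4, −0.99, adjusted p = 0.034 in A4D/A4, −1.89, adjusted p = 3.2e-04 in F18D/F18. The SD/F and A4D/A4 calls of KZV28448 and the F4D/F4 call of KZV31242 end without replicate 1 or 3. Of the 4 kept genes of this family, up- and down-regulated counts were 0 and 2 in SD/F, 0 and 1 in FD/F, 0 and 0 in AD/A, 0 and 3 in F4D/F4, 0 and 3 in A4D/A4, 0 and 3 in F18D/F18, 0 and 0 in A18D/A18, and after scaling 0 and 2 in SD/F, 0 and 1 in FD/F, 0 and 0 in AD/A, 0 and 1 in F4D/F4, 0 and 0 in A4D/A4, 0 and 3 in F18D/F18, 0 and 0 in A18D/A18.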

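Histone deacetylase 9 (KZV47166) was down-regulated in F4D/F4 and F18D/F18, at 3.72 ± 0.891 FPKM in F4D and 10.97 ± 1.18 in F4 (−1.36, adjusted p = 0.0024) and, after 18 w, 6.38 ± 1.51 FPKM in F18D and 15.1 ± 3.75 in F18 (−1.12, adjusted p = 0.014). Both calls end with median-ratio scaling (log2 fold changes −0.58 and −0.38). G001720 went the other way, at 24.9 ± 7.64 FPKM in A4D and 0.090 ± 0.156 in A4 (4.53, adjusted p = 1.2e-10), though the deposited description calls it a polyprotein. Over SD/F and the 6 rapid dehydrations the 35 genes gave 34 up-regulated and 66 down-regulated calls. Per comparison they were 5 and 7 in SD/F, 4 and 10 in FD/F, 7 and 5 in AD/A, 6 and 15 in F4D/F4, 4 and 12 in A4D/A4, 3 and 12 in F18D/F18, 5 and 5 in A18D/A18, and adjusted over this list alone the same but for 13 down-regulated in F18D/F18. After scaling, which reduces the shift of all genes, they were 5 and 7 in SD/F, 4 and 7 in FD/F, 8 and 2 in AD/A, 7 and 5 in F4D/F4, 6 and 4 in A4D/A4, 5 and 3 in F18D/F18, 7 and 2 in A18D/A18, and the down-regulated share of all calls went from 66.0% to 41.7%. Over all kept genes up-regulated ones made 16.9% (F18D/F18) to 36.9% (SD/F) of the DEGs as deposited. After scaling they made 41.1% (SD/F) to 54.2% (A18D/A18). The lean to down-regulated calls as deposited is therefore not particular to the pathway genes.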

Taken together, these observations indicate that DNA methylation pathways are functionally conserved and may play an active role in the acquisition, maintenance, and erasing of RDT in *B*. *hygrometrica*.

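KZV32941, a DRM2-like methyltransferase that places new methylation, was at 16.2 ± 2.43 FPKM in F, 6.803 ± 0.432 in SD, 11.6 ± 0.245 in A and 12.4 ± 3.698 in AD, and the remodeller DDM1 (KZV27059) at 5.49 ± 1.75, 8.15 ± 1.44, 5.47 ± 0.669 and 4.78 ± 0.663. From the expression of the pathway genes the authors infer that the DNA methylation pathways are conserved in function, and propose that they take an active part in gaining, keeping and losing the rapid tolerance. The FPKM data give transcript levels of the enzymes and no enzyme activity.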

**Fig 3:**
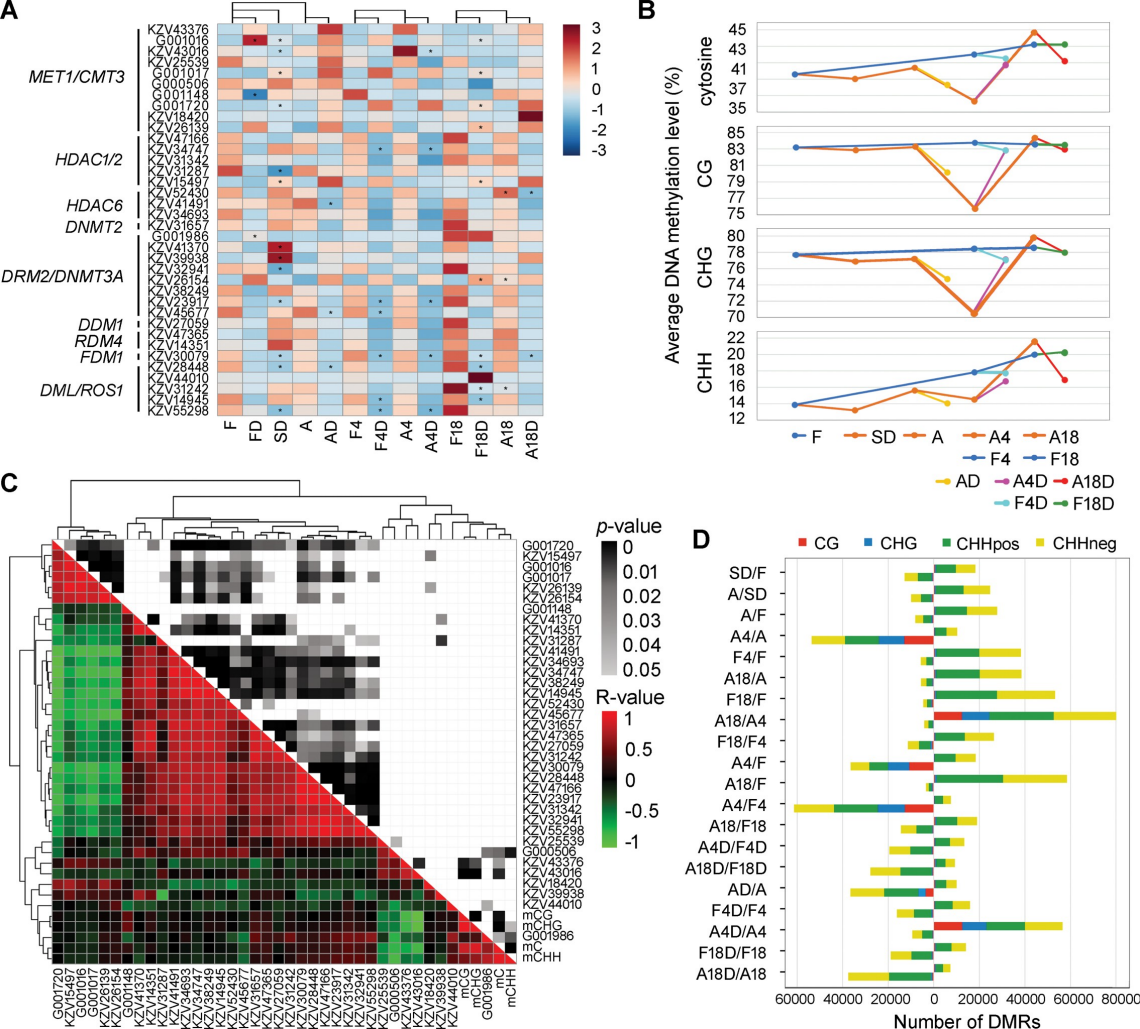
DNA methylation dynamics in *B*. *hygrometrica* plants during acclimation and responding to rapid dehydration stress. (A) Expression profile of genes encoding DNA methylation and demethylation-related enzymes during drought acclimation, growth, and response to dehydration stress. MET1/CMT3, DNA methyltransferase 1/chromomethylase 3; HDAC, histone deacetylase; DNMT, DNA methyltransferase; DRM2, domains rearranged methyltransferase 2; DDM1, decrease in DNA methylation 1; RDM4, RNA-directed DNA methylation 4; FDM1, factor of DNA methylation 1; DML/ROS1, DEMETER-like DNA demethylase/repressor of silencing 1. Scale bar represents the normalized expression of each gene between samples. Genes with significant expression changes (fold change ≥ 2 and adjusted *p* ≤ 0.05) in drought-acclimated plants compared with the non-acclimated control groups (A/F, A4/F4, and A18/F18) and in plants subjected to dehydration stress (SD/F, FD/F, A/F, F4D/F4, A4D/A4, F18D/F18, and A18D/A18) are indicated by asterisks (*) in the corresponding squares. (B) Global changes in the average proportion of methylated C, CG, CHH, and CHG. (C) Correlation analysis between the level of DNA methylation and the expression of methylation pathway genes. (D) Number statistic of DMRs between samples. Hypo- and hyper-DMRs are shown in the left and right columns, respectively.

### Dynamic DNA methylation landscapes in *B*. *hygrometrica* during RDT acquisition, maintenance, and erasing

The acclimation-dependent induction of rapid dehydration stress-responsive genes (memory genes) may be associated with acclimation-related and dehydration-induced changes in DNA methylation, which play an important role in response to drought stress. To test this, we employed genomic DNA methylation profiling at single-base resolution to survey genome-wide DNA methylation variations in the leaves of both acclimated and non-acclimated *B*. *hygrometrica* plants during growth and dehydration stress. 

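The methylation data are 12 bisulfite libraries, 1 per group of plants named above except FD, each from pooled DNA of 6 biological replicates. The authors mapped the reads with BSMAP and deposited, for the promoter of each gene (2 kb upstream), the fraction of methylated cytosine in the CG, CHG and CHH contexts. Those deposited fractions are used here as percentages. With 1 library per group there is no p for a difference between groups, and differences are given in percentage points. A promoter is called changed at a difference of at least 20 points, without a test. Expression is joined to methylation by locus tag as deposited. The FPKM columns that stand beside the fractions follow the preceding locus tag, and a shift of the fractions in the same way is not ruled out. With such a shift a promoter value given to a named gene would belong to another gene. Tests across genes within 1 library are permutations with 100000 resamples, whose smallest p is 1e-05.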

High-throughput whole-genome bisulfite sequencing (WGBS) yielded an average of 51.01 Gb clean bases (Q30 > 83.24%) from each sample, and approximately 84.35% of reads were mapped to the reference genome, corresponding to an effective depth of 28.96-fold coverage (see details in S3 Table). Global DNA methylation profiles showed that the methylcytosines (mCs) occupied 36.35–44.67% of all cytosine sites in the genome of *B*. *hygrometrica* plants at different growth stages, with or without dehydration stress (Fig 3B). The average methylation level was higher in CG and CHG (H = A, T, or C) contexts (75.75–84.32% and 70.48–79.76%, respectively), in comparison with that in the CHH context (13.20–20.20%) within each sample (Fig 3B). 

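In promoters too CG was the most methylated context, ahead of CHG and CHH, in each of the 12 libraries. In F the means were 55.2% for CG, 45.8% for CHG and 15.8% for CHH over 18559 promoters. The promoter of the SMLII gene KZV25428 lay at the high end, with 95.4% CG in F. Between groups the means ran from 48% (A4) to 56.1% (A18) in CG, from 39.8% to 47.2% in CHG and from 15.1% to 21.03% in CHH. Among the 12735 to 12826 promoters per library whose locus tag is in the expression table, those of 61 genes annotated as transposon-related had a mean of 79.8% CG and the others 41.8% (medians over the 12 libraries).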

Global genomic mC frequency and the average methylation level in CHH context gradually increased in non-acclimated plants with extended periods of culturing but were maintained at lower levels in plants after SD and rapid desiccation-tolerant plants (A and A4), sharply increasing when the memory of RDT was erased (A18) (Fig 3B). 

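Promoter CHH methylation was higher after 18 w of culture than at the start in both lines. In non-acclimated plants the mean was 18.6% in F4 and 19.99% in F18, 4.16 points above F at 18 w. In acclimated plants it was 16.9% in A and 15.1% in A4, the lowest of the 12 libraries, and A18 lay 4.15 points above A. SD was at 15.3%, 0.487 points under F, and A above it. Among single promoters with a CHH difference of at least 20 points, F18/F had 316 higher and 81 lower, and A18/A 310 higher and 50 lower.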

The frequency of mC in each of the three contexts was moderately decreased in all fresh plants subjected to dehydration stress, except for a dramatic increase in the comparison of A4D/A4 mainly because of the relatively low methylation levels of mCG and mCHG in A4 (Fig 3B). 

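Mean promoter methylation of A4D lay above that of A4, by 6.02 points in CG (6.96 between medians), 4.59 in CHG and 2.12 in CHH. AD lay under A by 1.51, 1.09 and 1.40 points, and SD under F by 0.672, 1.46 and 0.487. In F4, F4D, F18 and F18D the means stayed near 55.1%, 55.05%, 54.9% and 54.8% for CG. A18 and A18D had 56.1% and 54.4% in CG and 21.03% and 17.3% in CHH.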

The average DNA methylation levels of each cytosine context in plants after slow soil-drying and both fresh and dehydrated rapid desiccation-tolerant plants (A, AD, A4, and A4D) were lower than those in rapid desiccation-sensitive plants (F, F4, F4D, F18, F18D, A18, and A18D) (Fig 3B), indicating that DNA methylation might be associated with the process of RDT acquisition, maintenance, and erasing. In this context, correlation analysis based on Pearson’s coefficient revealed that the transcription of a novel gene encoding DNMT3A (G001986) was significantly positively correlated (*p* ≤ 0.05) with the average genomic frequency of mC and mCHH among samples (Fig 3C). Moreover, significant negative correlations were observed between changes in the transcription of genes encoding MET1/CMT3 (KZV43016 and KZV43376) and average genomic frequency of mC, mCG, and mCHG, as well as between changes in the transcription of a novel MET1/CMT3 family member (G000506) and average genomic frequency of mC and mCHH (Fig 3C).

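SD and the tolerant groups A, AD, A4 and A4D had mean promoter methylation of 54.5, 54.1, 52.6, 48 and 54.02% in CG and 44.3, 44.4, 43.3, 39.8 and 44.4% in CHG. Averaged over groups, these 5 stood at 52.7% CG, 43.2% CHG and 16.0% CHH, and the 7 sensitive groups at 55.1%, 45.8% and 18.6%. Each of the 5 lay under all 7 sensitive groups in CHG; 4 of 5 did in CG (5 of 5 by medians) and 3 of 5 in CHH. From the lower levels in tolerant plants the authors propose a tie between DNA methylation and the gain, maintenance and loss of rapid desiccation tolerance. With 1 pooled library per group the spread between plants is not known.

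**Figure D6:**
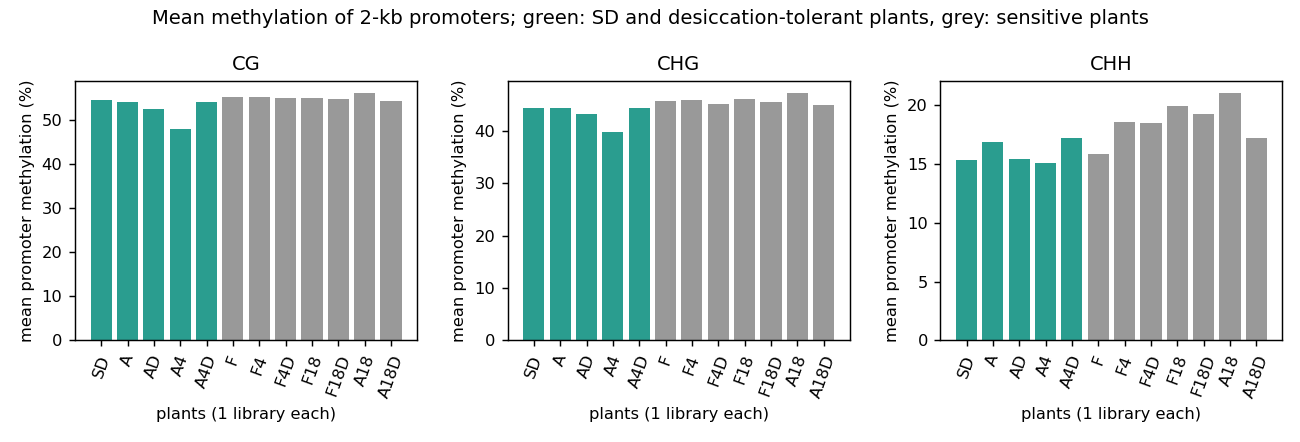
Mean methylation (%) of 2-kb promoters in CG, CHG and CHH for the 12 bisulfite libraries, green for SD and the tolerant groups and grey for the sensitive groups. A4 is the lowest in CG and CHG.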

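G001986, which the paper groups with DNMT and the deposited annotation calls a diaphanous-like protein, was at 36.1 ± 20.0 FPKM in F, 84.6 ± 39.3 in A4 and 347 ± 24.5 in F18. Over the 12 groups its mean log2(FPKM + 1) correlated with mean promoter CHH methylation at r = 0.74 (permutation p = 0.0060, n = 12; adjusted p = 0.30 over 108 tests).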

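CMT3 (KZV43016) was highest in A4, at 15.5 ± 14.4 FPKM, and KZV43376 in AD and A4, at 2.95 ± 0.224 and 2.59 ± 2.32 FPKM. Enzymes of the MET1 and CMT3 family copy methylation to new DNA. Against mean promoter methylation over 12 groups KZV43016 had r = −0.77 in CG (permutation p = 0.0051), −0.72 in CHG and −0.61 in CHH, and KZV43376 r = −0.71 in CG (permutation p = 0.014) and −0.68 in CHG. Without A4 and AD, a step chosen after the data were seen, the CG values were −0.082 and −0.058. In CHG they were −0.37 and −0.70 without A4 and A18, and in CHH KZV43016 had −0.55 without A18 and F18. G000506, at 1.52 ± 1.04 FPKM in F and 0.28 ± 0.485 in F18D, had r = −0.70 in CHH (permutation p = 0.012), and −0.88 without A18 and F18. Of 108 tests 7 had an unadjusted permutation p under 0.05, where 5.4 are expected by chance, and 0 passed adjustment (smallest adjusted p = 0.30).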

To further study the DNA methylation dynamics in the processes of RDT acquisition, maintenance, and erasing, we identified the differentially methylated regions (DMRs) between samples. 

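In the promoters of genes the contexts rank with CG leading. By a difference of at least 20 points in the mean of the promoter, which is not a test of differentially methylated regions, SD/F changed 1097 promoters in CG, 639 in CHG and 166 in CHH. Acclimated against other fresh plants changed 1040, 639 and 180 in A/F, 1088, 677 and 338 in A18/F18. Dehydration changed 759, 408 and 163 in F4D/F4 and 972, 593 and 281 in F18D/F18. A CHH mean over a promoter averages many weakly methylated sites, so 20 points is a wide step in that context. Summed over all comparisons and contexts, 40728 differences reached 20 points, 171555 reached 10 and 375298 reached 5.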

Local changes in DNA methylation were more frequent in the CHH context than in the CG and CHG contexts between acclimated and non-acclimated plants and in plants responding to dehydration stress at each growth stage (Fig 3D). Consistent with the changes in average mCG, mCHG, and mCHH levels in *B*. *hygrometrica* during the process of drought acclimation, similar numbers of hyper- and hypo-DMRs in the CG and CHG contexts were detected in the comparisons of SD/F and A/SD, respectively, but the number of hype-DMRs in the CHH context was greater than that of hypo-DMRs in the CHH context in the comparison of A/SD (Fig 3B and 3D). 

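From F to SD 481 higher and 616 lower promoters changed in CG and 150 higher and 489 lower in CHG. From SD to A the CG counts were 332 higher and 416 lower and the CHG counts 235 higher and 230 lower. In CHH, SD/F had 37 higher and 129 lower and A/SD 104 higher and 56 lower, so more promoters were higher than lower after rewatering.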

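A4 stands below every group it is set against. In CG its promoters were 181 higher and 1049 lower than in A, 225 higher and 1455 lower than in F and 228 higher and 1412 lower than in F4. In CHG the counts were 159 higher and 599 lower, 117 higher and 1007 lower and 147 higher and 1013 lower, and in CHH 51 higher and 149 lower, 48 higher and 201 lower and 61 higher and 305 lower. Set against A4, A18 and A4D were higher: A18/A4 had 1675 higher and 204 lower in CG, 1293 higher and 110 lower in CHG and 640 higher and 40 lower in CHH, and A4D/A4 1086 higher and 211 lower, 628 higher and 160 lower and 176 higher and 64 lower. All 5 of these comparisons share the 1 bisulfite library of A4.

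**Figure D7:**
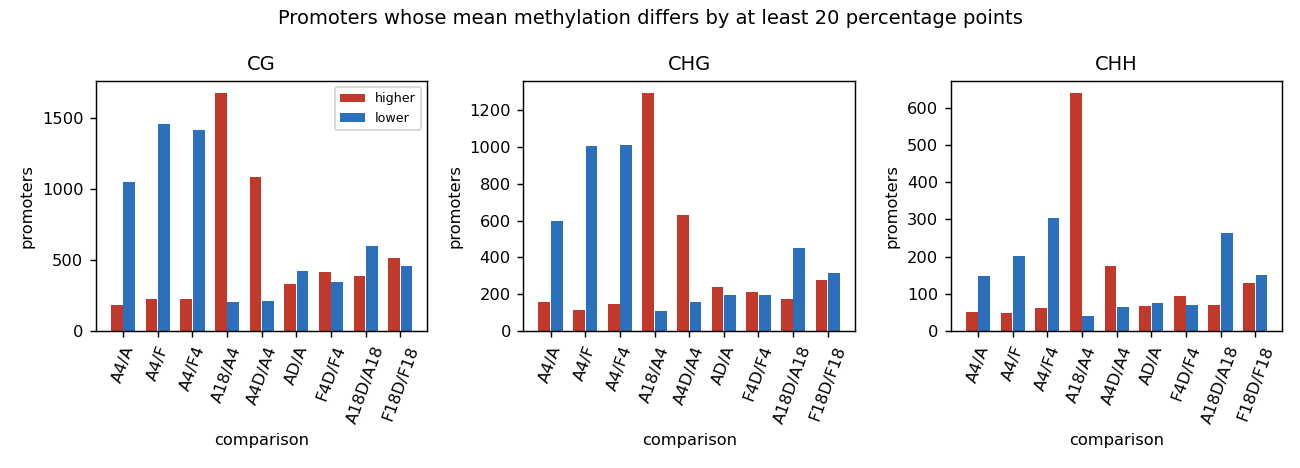
Promoters higher or lower by at least 20 percentage points in CG, CHG and CHH in 9 comparisons. Comparisons that hold A4 lean to one side.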

Higher numbers of hypo-DMRs in the CG, CHG, and CHH contexts were found in the comparisons of A4/A, A4/F, and A4/F4, while the number of hyper-DMRs in all three cytosine contexts was greater in the comparisons of A18/A4 and A4D/A4 (Fig 3D), indicating a potential relationship between DNA hypomethylation and the maintenance of RDT. In addition, most DMRs were hypo-DMRs in the CHH context in the comparisons of AD/A and A18D/A18 but were hyper-DMRs in the CHH context in the comparisons of F4/F, F18/F4, F18/F, A18/A, and A18/A4, which were consistent with the changes in average mCHH levels in fresh plants during different growth stages (Fig 3B and 3D).

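In CHH, promoters of A18D and A18 differed with 69 higher and 264 lower, and of AD and A with 67 higher and 75 lower. With growth more promoters were higher than lower in CHH: F4/F had 136 higher and 90 lower and F18/F4 183 higher and 103 lower. In CG the same growth steps were near balance, F4/F at 464 higher of 975 changed, F18/F4 at 492 higher and 551 lower and F18/F at 473 higher and 579 lower, while A18/A had 659 higher and 364 lower. From the counts of changed regions the authors propose a tie between low methylation in A4 and the keeping of the tolerance.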

### Effect of DNA methylation on gene expression

DNA methylation plays an essential role in the regulation of gene expression in plants. To explore the association between DNA methylation and gene activity, we compared the methylation levels of CG, CHG, and CHH contexts within the gene body (exon and intron) and their flanking regions (2-kb sequences upstream and downstream of the protein-coding regions, respectively) among the genes with low (FPKM ≤ 1), medium (1 < FPKM ≤ 100), and high (FPKM > 100) transcript abundances. As shown in Fig 4A, increased CG methylation in gene bodies and flanking regions and reduced methylation at both transcription start sites and transcription end sites were detected in each sample. Meanwhile, both the CHG and CHH methylations were decreased within gene bodies (especially in their intron regions) but elevated in their upstream and downstream flanking regions (Fig 4A). The average level of DNA methylation in the CG and CHG contexts within the gene body and flanking regions and in the CHH context within the gene body and downstream flanking regions were much higher in genes with low transcript abundances than those with medium and high transcript abundances within most individual samples (Fig 4A). 

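Genes at 1 FPKM or less had the most methylated promoters. In CG their promoter mean was 44.6 to 50.6% over the 12 libraries, against 34.2 to 41.7% for genes between 1 and 100 FPKM and 32.0 to 38.9% for genes above 100 FPKM. In CHG the 3 classes had 35.9 to 41.6%, 25.7 to 31.8% and 26.7 to 32.4%. The class of low genes lay above both others in 12 of 12 libraries in CG and in CHG. In CHH it lay above the middle class in 9 of 12 and above the high class in 0 of 12, at 14.9 to 20.8%, 14.7 to 20.2% and 16.0 to 21.4%. The low class had 2619 to 4376 genes and the high class 742 to 996. These are promoter means only, and no test is made here.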

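Middle and high genes differed less. The middle class was above the high class in CG in 12 of 12 libraries, and in CHG in 2 of 12. In CHH the high class was the most methylated of the 3 in 12 of 12 libraries.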

Moderate differences in average methylation levels in the CG context within the flanking regions and CHG context within the gene body and flanking regions were also observed between the genes with medium and high transcript abundances in each sample (Fig 4A). However, the global methylation levels of CG, CHG, and CHH contexts within both the gene body and flanking regions showed no obvious correlation with up- or down-regulation of gene expression in different growth stages or dehydration stress, although there were only slight differences in the methylation levels of mCHG and mCG contexts between up- and down-regulated genes in the comparisons of A/F, F4/F, and A4D/F4D (S8 Fig). These observations suggest important functions of both CG and non-CG methylation in genic and intergenic regions in gene silencing within individual samples; however, this methylation may play a limited role in determining differential gene expression between samples.

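Among DEGs alone no correlation of log2 fold change with promoter methylation difference passed in CG or CHG. For the 4142 DEGs of SD/F that have a promoter value, which include ELIP, LEA and photosystem genes, Pearson r was 0.014 in CG (permutation adjusted p = 0.65) and 0.0054 in CHG (0.96). Over 12 comparisons r ran from −0.093 to 0.028 in CG and from −0.023 to 0.27 in CHG, the last with 14 DEGs of A/F, and 0 of the 24 values passed adjustment. In CHH 1 of 12 passed, F18/F with r = 0.083 (adjusted p = 0.0036).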

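High promoter CG and CHG methylation goes with low expression within a library, and between libraries no Pearson correlation of their differences passed in CG or CHG, while 1 rank correlation passed in CHG when genes of low abundance were kept in. From gene-body and flanking profiles the authors propose that CG and other methylation silence genes within a sample, and propose a limited part in expression differences between samples.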

**Fig 4:**
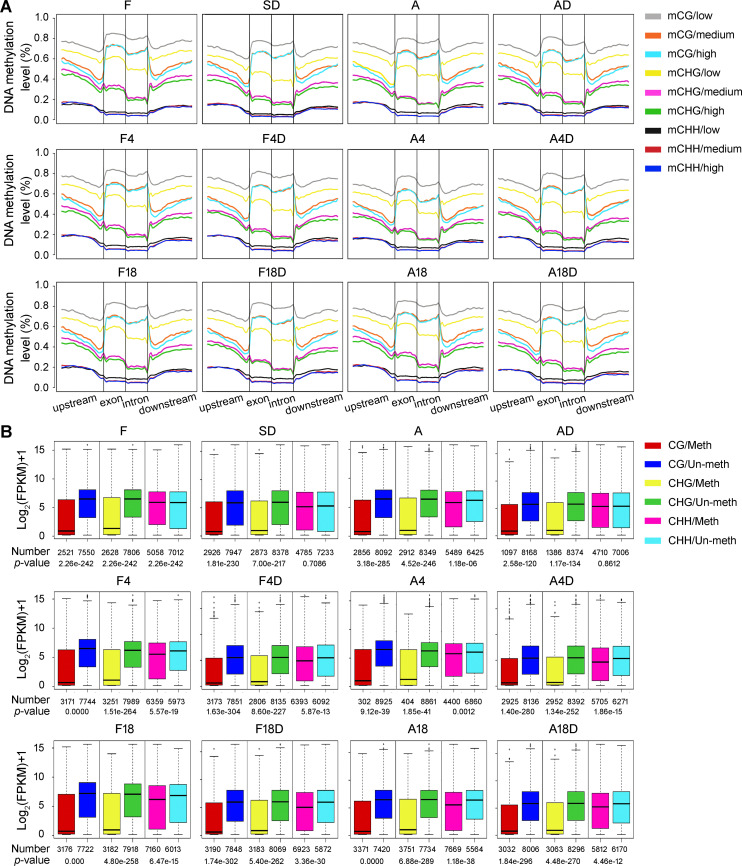
Effect of DNA methylation on gene expression in each sample. (A) Relationship between the transcript abundance (low, medium, and high) of genes and the level of DNA methylation in the CG, CHG, and CHH contexts within the gene body (exon and intron) and flanking regions (2-kb sequences upstream and downstream of the protein-coding region, respectively). (B) Comparison of the transcript abundance between promoter-methylated and -unmethylated genes. Numbers of promoter-methylated and unmethylated genes, as well as the Wilcoxon rank-sum test *p*-value of each sample, are indicated below the diagram. Meth, promoter-methylated genes; Un-meth, promoter-unmethylated genes.

It is well established that DNA methylation at promoter regions inhibits gene transcription. In the present study, we calculated the average methylation levels of cytosines in the CG, CHG, and CHH contexts within the 2-kb sequences upstream of the protein-coding regions (considered as promoter regions) of all genes (S4 Table), and defined the genes with high (above the upper quartile) and low (below the lower quartile) methylation levels in the promoter regions as promoter-methylated and promoter-unmethylated genes, respectively. 

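Over 223314 promoter values in each context the lower quartile, median and upper quartile were 20.6, 59.9 and 89.4% in CG, 3.45, 48.0 and 80.1% in CHG and 2.62, 14.8 and 27.2% in CHH. With the quartiles the paper's S4 Table gives, the CG classes per library are smaller for methylated and larger for unmethylated genes, 76 to 698 and 6877 to 8208.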

Comparison of the transcript abundance between promoter-methylated and promoter-unmethylated genes revealed a highly significant negative correlation (*p* < 0.001) between gene expression levels and promoter methylation levels, especially in the CG and CHG contexts (Fig 4B). This analysis implicates the involvement of DNA methylation/demethylation at promoter regions in the silencing/activation of gene expression in *B*. *hygrometrica* plants, irrespective of their growth stages or stress conditions.

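In F promoter-methylated and promoter-unmethylated genes had medians of 1.38 and 11.3 FPKM by CG (1179 and 4257 genes), and in A4 0.60 and 10.1 FPKM. By CHG the medians in F were 4.28 and 11.5 FPKM, and by CHH 11 and 11.2 FPKM. Over the 12 libraries a methylated gene lay above an unmethylated one with a probability of 0.253 to 0.370 by CG and 0.315 to 0.407 by CHG, where 0.5 means no difference. All 12 libraries passed a permutation test of the ranks in both contexts, at an adjusted p of 1.5e-05, which comes from the smallest p 100000 resamples can give. By CHH the probability was 0.479 to 0.504, and 1 of 12 libraries passed; joined to the preceding locus tag, chosen after the data were seen, it was 0.4701 to 0.479 and all 12 passed. By CG and CHG the probabilities with that join were 0.379 to 0.439 and 0.420 to 0.447. With quartiles taken within each library they were 0.407 to 0.451 and 0.417 to 0.436. Among genes kept by the FPKM filter they were 0.323 to 0.471 and 0.382 to 0.488, and by CHG 11 of 12 libraries passed. The gap by CG and CHG was thus smaller under each of these choices. Genes are not independent of each other, and the p is across genes of 1 library.

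**Figure D8:**
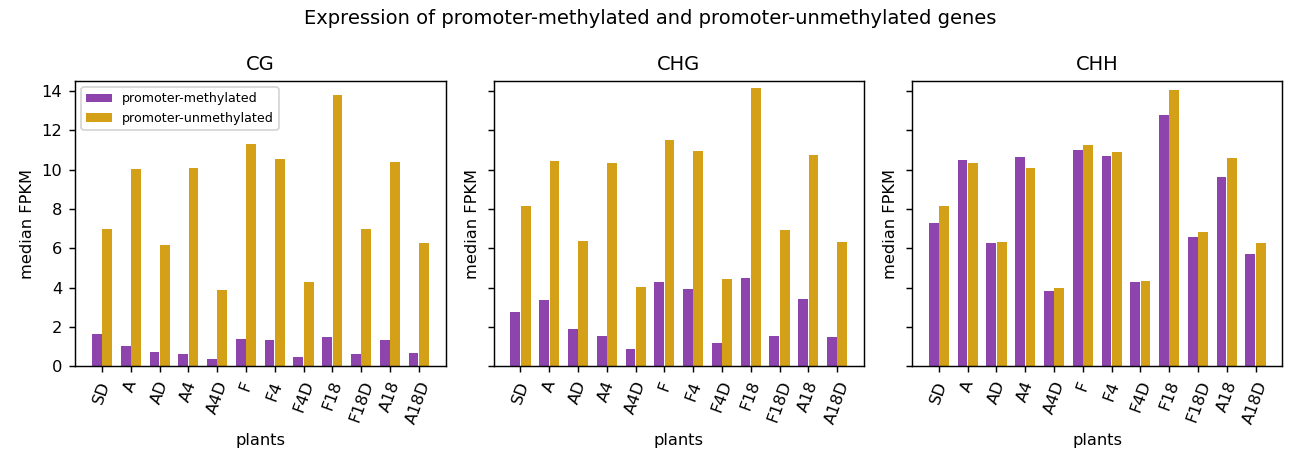
Median FPKM of promoter-methylated and promoter-unmethylated genes in the 12 libraries, by CG, CHG and CHH. The gap is wide by CG and CHG and absent by CHH.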

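The lower expression of promoter-methylated genes held in each group from F to A18D by CG, with 303 to 1301 methylated and 4210 to 4928 unmethylated genes, and by CHG with 420 to 1586 and 4282 to 4543. From such a comparison the authors propose that promoter methylation takes part in silencing whatever the growth stage or stress. The comparison is across genes and does not change the methylation of any one gene.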

### Association of promoter methylation changes with differential gene expression

To further investigate the effect of promoter methylation on transcriptional changes in *B*. *hygrometrica* during RDT acquisition, maintenance, and erasing progress, we compared the fold-change of gene expression (log2 ratio) with the methylation differences in the three cytosine contexts within their promoter regions between samples. Pearson correlation analysis showed no significant correlation (*p* > 0.05) between gene expression changes and DNA methylation variations within their promoter regions during acclimation, growth, or dehydration stress (Figs 5 and S9). Similarly, no significant relationship (*p* > 0.05) was found between the transcriptional changes of genes with different methylation levels in their promoter regions and the corresponding promoter methylation variations (S10 Fig). 

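Over 14 comparisons and 11062 to 11185 genes Pearson r between log2 fold change and promoter methylation difference ran from −0.016 to 0.018 in CG and from −0.011 to 0.023 in CHG, and 0 of these 28 passed a permutation test after adjustment. In CHH it ran from −0.020 to 0.049, and 4 passed, all positive and small: A/F 0.049 (adjusted p = 4.2e-04), F18/F 0.037 (0.0027), F4/F 0.029 (0.027) and A18/F 0.029 (0.027). All 4 share the bisulfite library and the 3 RNA libraries of F, so they are not independent of each other. With a pseudocount of 0.1 there were 2 that passed, and among DEGs alone 1.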

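Ranks gave the same picture: Spearman rho ran from −0.019 to 0.020 in CG, from −0.017 to 0.023 in CHG and from −0.015 to 0.054 in CHH, with 1 of 42 past the adjusted permutation test, in CHH. Each methylation difference rests on a pair of pooled bisulfite libraries. Despite the lack of correlation the authors go on to pick single genes that change in opposite directions.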

The up- and down-regulated DEGs with significantly decreased and increased methylation levels, respectively, within either or both of the two symmetric cytosine contexts between samples, nevertheless, could still be considered as candidate methylation-regulated DEGs (MRGs) potentially controlled by DNA methylation. On one hand, a total of 109 and 102 putative MRGs were screened from genes exhibiting opposite changes in promoter methylation and transcription levels during slow soil-drying and subsequent rehydration, respectively (Figs 5 and S11). 

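Promoter values are given here to the gene of their locus tag, and a shift by 1 locus tag is not ruled out. In slow drying the promoter of the plastid fructose-1,6-bisphosphatase gene KZV18537, of the Calvin cycle, had CG methylation of 60.6% in SD against 0% in F (log2 fold change −2.895, adjusted p = 2.0e-05). Plastid ribosomal protein L11 (KZV37282) had 24.03% in SD against 0.427% in F (log2 fold change −3.35, adjusted p = 8.1e-09), the ELIP gene KZV50304 66.9% in SD against 97.1% in F (log2 fold change 7.95, adjusted p = 2.1e-10) and the 1-Cys peroxiredoxin KZV57762 0% in SD against 32.2% in F (log2 fold change 5.92, adjusted p = 3.9e-06). On rewatering the LEA gene KZV25445 had 71.2% in A against 31.4% in SD (log2 fold change −6.21, adjusted p = 7.0e-11). These 5 were picked after their values were seen. With at least 20 points in CG or CHG, 183 genes changed in opposite directions and 236 the same way in SD/F, and 140 genes changed in opposite directions and 121 the same way in A/SD. A Fisher test of direction passed in no comparison (smallest p = 0.0745 in F18/F, adjusted p = 0.787).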

GO enrichment analysis revealed that these acclimation-related MRGs were insignificantly enriched (*p* ≤ 0.05, Q-value > 0.05) in the biological processes of actin cytoskeleton organization and the biosynthetic processes of extracellular polysaccharides and inosine-5′-monophosphate (IMP) (Fig 6A and S5 Table). On the other hand, a total of 27, 153, and 1,278 putative MRGs were screened out from DEGs between acclimated and non-acclimated fresh plants (A/F, A4/F4, and A18/F18), and during plant growth (A/F, A4/F, A18/F, F4/F, and F18/F), and responding to rapid dehydration stress (AD/A, A4D/A4, F4D/F4, A18D/A18, and F18D/F18), respectively (S11 Fig). 

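As above, a promoter value is given to the gene of its locus tag, and a shift by 1 locus tag is not ruled out. At 18 w the antenna gene KZV50324 had promoter CG methylation of 16% in A18 against 80.0% in F18 (log2 fold change 3.14, adjusted p = 7.7e-04), and the nitrate transporter KZV47208 20.7% in A18 against 0.329% in F18 (log2 fold change −5.88, adjusted p = 5.5e-06). In growth the potassium channel gene KZV53911 of guard cells had 11.8% in F18 against 51.7% in F (log2 fold change 2.04, adjusted p = 0.0056). In dehydration psbY (KZV40018) of photosystem II had 55.4% in AD against 0% in A (log2 fold change −5.68, adjusted p = 1.1e-11), and sucrose synthase 2 (KZV47144) 0% in F4D against 23.9% in F4 (log2 fold change 2.25, adjusted p = 5.3e-04). These 5 were picked after their values were seen. Between acclimated and other fresh plants 46 genes changed in opposite directions and 48 the same way, all of them in A18/F18. A/F and A4/F4 gave none, with 14 and 3 DEGs that have a promoter value. In growth 160 genes changed in opposite directions and 173 the same way, and in rapid dehydration 861 genes changed in opposite directions and 726 the same way (663 and 622 after scaling). Of the latter, A4D/A4 had 352 and 171, with the methylation difference resting on the 1 low bisulfite library of A4, and AD/A had 146 and 154, F4D/F4 196 and 185, F18D/F18 201 and 193 and A18D/A18 127 and 157. Over all comparisons the opposite genes were 1165 and the same-way genes 1068. With 10 points in place of 20 they were 3377 and 3009, with 5 points 5326 and 5070. At 20 points the opposite and same-way genes in growth were 50 and 59 without replicate 1 of the RNA libraries. They were 103 and 114 without replicate 2 and 179 and 197 without replicate 3. Between acclimated and other fresh plants they were 29 and 27, 20 and 8, and 50 and 37 in the same order.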

GO analysis revealed a statistically insignificant enrichment (*p* ≤ 0.05, Q-value > 0.05) of biological processes associated with translation and post-translational protein modification and molecular functions associated with protein binding and translation initiation factor activity among the 27 MRGs between acclimated and non-acclimated fresh plants (Fig 6B and S6 Table). Significant enrichment (*p* ≤ 0.05, Q-value ≤ 0.05) of the biological process associated with monosaccharide catabolism and the molecular function of phosphoglycerate mutase activity was recorded based on the MRGs during growth (Fig 6C and S7 Table). Several other biological processes, including drug transmembrane transport, RNA splicing, and glycosyl-phosphatidylinositol anchor biosynthesis, and molecular functions, including hydro-lyase, drug transmembrane transporter, ubiquitin-protein transferase, and DNA topoisomerase II activities, were also enriched by MRGs during growth, but without statistical significance (*p* ≤ 0.05, Q-value > 0.05) (Fig 6C and S7 Table). In addition, the rapid dehydration stress-responsive MRGs were insignificantly enriched (*p* ≤ 0.05, Q-value > 0.05) in the GO biological processes of mRNA splicing, purine nucleobase metabolism, DNA conformation change, peptidyl-lysine modification to peptidyl-hypusine, cellular components of preribosomes, spliceosomal, mitochondrial outer membrane translocase, and outer mitochondrial membrane protein complexes, as well as molecular functions of MAP kinase activity, transmembrane signaling receptor activity, and ATP binding (Fig 6D and S8 Table).

**Fig 5:**
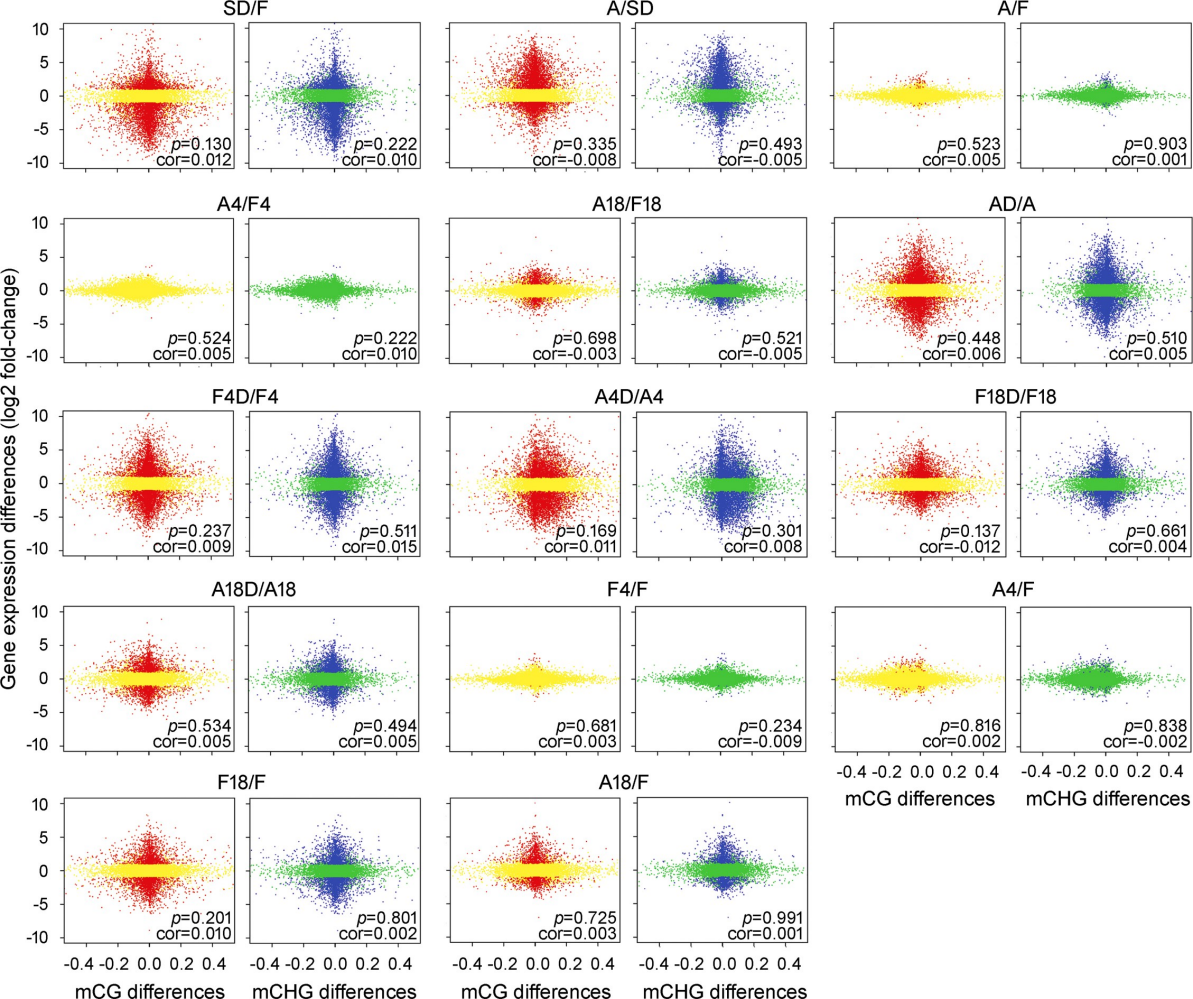
Correlation analysis of gene expression differences and promoter methylation variations in the CG and CHG contexts between samples. DEGs and non-DEGs in the differential mCG plots are indicated by red and yellow dots, respectively. DEGs and non-DEGs in the differential mCHG plots are indicated by blue and green dots, respectively. Cor, Pearson correlation coefficient.

**Fig 6:**
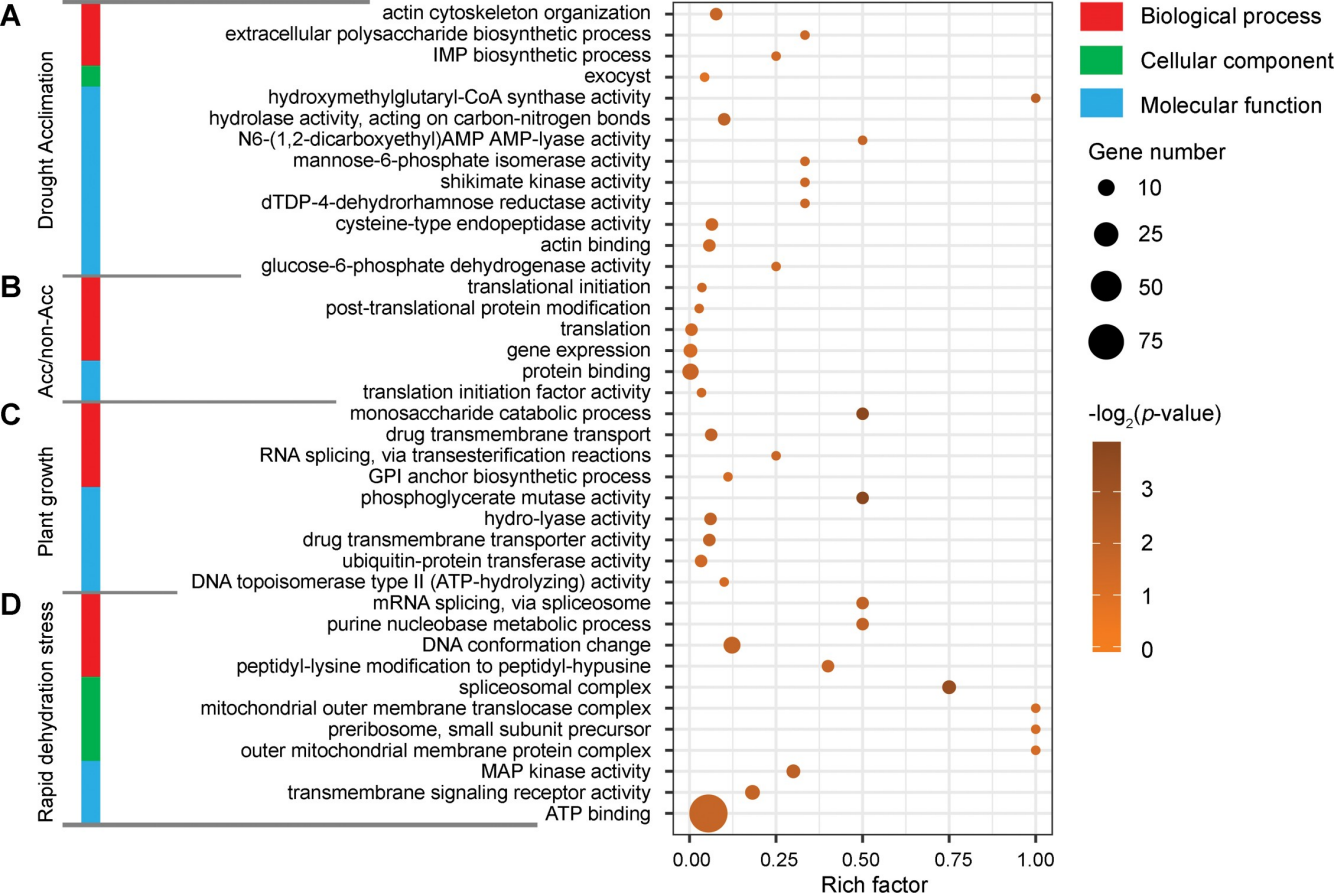
Gene Ontology enrichment analyses of the putative MRGs during drought acclimation (A), between acclimated and non-acclimated fresh plants (B), and during plant growth (C) and rapid dehydration stress response (D).

### Characterization of putative methylation-regulated dehydration stress memory genes

To evaluate the impact of dehydration stress-induced DNA methylation alternations on transcriptional memory responses, we identified subsets of genes between the lists of putative MRGs and dehydration stress memory genes. Intriguingly, a number of acclimation-related and/or dehydration stress-responsive MRGs were found among the lists of short-term (175 genes) and mid-term (14 genes) dehydration stress memory genes (Fig 7A and 7B and S9 Table), but were absent from the list of long-term dehydration stress memory genes. 

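The vacuolar proton pump KZV27442, which loads the vacuole with acid, was at 325 ± 92.4 FPKM in F and 71.9 ± 12.7 in SD (−2.14, adjusted p = 6.8e-08), and had log2 fold changes of −1.54, adjusted p = 1.0e-05 in AD/A and −1.24, adjusted p = 1.9e-04 in FD/F. Of the 189 genes of the paper's table 158 were called the same way in SD/F and AD/A by limma, 54 up-regulated and 104 down-regulated, and for 28 of the 158 FD/F was not called that way. Among the 175 short-term genes a promoter difference of at least 20 points in CG or CHG ran 8 opposite and 8 the same way in SD/F, 4 opposite and 2 the same way in AD/A and 3 opposite and 5 the same way in A4D/A4.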

GO enrichment analysis revealed that the putative methylation-regulated dehydration stress memory genes were insignificantly enriched (*p* ≤ 0.05, Q-value > 0.05) in the biological processes of proline catabolic process, negative regulation of microtubule depolymerization, NADH dehydrogenase complex (plastoquinone) assembly, urea transport, cellular components of spindle microtubule, photosystem, cell cortex, intrinsic component of membrane, and molecular functions of FMN binding, microtubule plus-end binding, and activities of phosphoribosylformylglycinamidine synthase, proline dehydrogenase, urea transmembrane transporter, transcription corepressor, (*S*)-2-hydroxy-acid oxidase, and biotin carboxylase (Fig 7C and S10 Table). Among the putative methylation-regulated mid-term dehydration stress memory genes we predicted, 11 of them displayed significantly down-regulated transcript abundances in the comparisons of SD/F, AD/A, and A4D/A4, whereas only three genes encoding pre-mRNA-splicing factor 38A (PSF38A, KZV19471), vacuolar amino acid transporter 1-like (AVT1L, KZV50189), and UDP-sugar pyrophosphorylase (USPase, KZV45485) showed the opposite pattern in the three aforementioned comparisons (S12 Fig and S9 Table). This finding suggests that DNA methylation participates in the dehydration response of RDT-specific stress memory genes, mainly through its transcriptional repression activity associated with elevated methylation levels.

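KZV54544, of unknown function, had log2 fold changes of −1.14, adjusted p = 3.1e-04 in SD/F, −1.53, adjusted p = 5.0e-06 in AD/A and −1.895, adjusted p = 1.4e-07 in A4D/A4, and −1.92, adjusted p = 9.8e-08 in the control F4D/F4. The auxin-response gene IAA14 (KZV17830) had −1.35, adjusted p = 4.5e-04, −1.38, adjusted p = 2.9e-04 and −1.63, adjusted p = 3.1e-05, and −1.504, adjusted p = 8.1e-05 in F4D/F4. The splicing factor gene KZV19471 had 0.91, adjusted p = 0.041 in SD/F, 0.72, adjusted p = 0.09958 in AD/A and 0.29, adjusted p = 0.53 in A4D/A4, and was not called in any of the 3. The transporter gene KZV50189 had 2.72, adjusted p = 0.054, 2.66, adjusted p = 0.054 and 2.28, adjusted p = 0.091, and UDP-sugar pyrophosphorylase KZV45485 1.85, adjusted p = 2.0e-05, 0.94, adjusted p = 0.015 and 1.18, adjusted p = 0.0023.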

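Of the 14 mid-term genes, KZV54544 and KZV27442 among them, 1 had a promoter difference of at least 20 points opposite to its expression in SD/F, 1 in A/SD and 1 in A4D/A4, and none in AD/A. At 10 points 5 were opposite and 1 the same way in A4D/A4, where of all DEGs 1358 were opposite and 620 the same way, with the 1 low bisulfite library of A4 behind each difference. In SD/F 2 and 1 were, in AD/A 0 and 0 and in F4D/F4 1 and 2. From the down-regulated genes the authors propose that methylation takes part in the response of these memory genes, mainly by repressing them as it goes up.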

**Fig 7:**
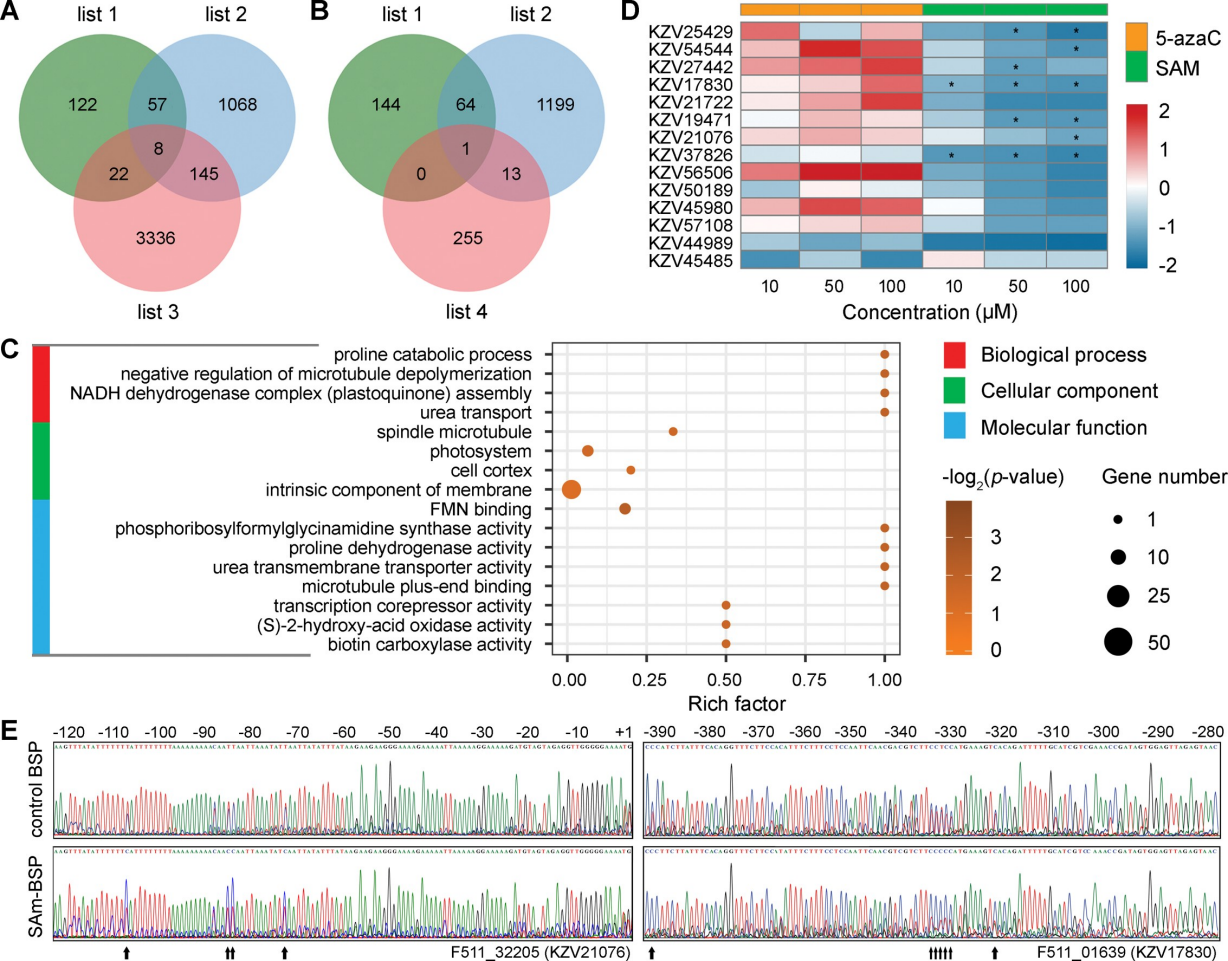
Screening and validation of the putative methylation-regulated dehydration stress memory genes. (A and B) Venn diagrams displaying the overlap of acclimation-related (list 1) and rapid dehydration stress-responsive (list 2) MRGs with short-term (list 3 in A) or mid-term (list 4 in B) dehydration stress memory genes. (C) Gene Ontology enrichment analyses of the putative methylation-regulated dehydration stress memory genes. (D) Validation of the putative DNA methylation-regulated expression of stress memory genes in 5-azaC and SAM treated *B*. *hygrometrica* plants using qPCR. Each color cell corresponds to the log2 ratio of the relative expression value of the gene between treatment and control groups. Significant expression changes (at the 0.05 level) of genes in 5-azaC/SAM treated plants compared with the untreated control group are indicated by asterisks (*) in the corresponding squares. (E) Determination of the methylation status in promoter regions of two stress memory-related MRGs in the control and SAM-treated plants by BSP. Nucleotides are numbered relative to the putative transcription start site (+1). Arrows below each sequencing graph indicate differentially methylated sites between samples.

To elucidate whether promoter methylation variations could be correlated with the transcriptional activity of memory genes, we determined the expression profile of the putative methylation-regulated mid-term dehydration stress memory genes in *B*. *hygrometrica* seedlings exposed to different concentrations of the DNA methylation inhibitor 5-azacytidine (5-azaC) and the methyl donor S-adenosyl methionine (SAM). The qPCR results showed that the relative transcription levels of most putative methylation-regulated mid-term dehydration stress memory genes were moderately (*p* > 0.05) up-regulated in plants subjected to 5-azaC treatment, and significantly (*p* ≤ 0.05) or moderately down-regulated in plants subjected to SAM treatment (Fig 7D). To validate SAM-induced methylation changes, the promoter regions of two methylation-regulated mid-term dehydration stress memory genes encoding indole-3-acetic acid inducible 14 (IAA14, KZV17830) and ureidoglycolate hydrolase (UAH, KZV21076) were subjected to bisulfite sequencing PCR (BSP). The results revealed that both genes showed an increase in DNA methylation within their promoter regions after SAM (100 μM) treatment (Fig 7E), further demonstrating the putative role of DNA methylation at promoter regions in the silencing of gene expression.

## Discussion

Drought stress has become a major concern for agricultural production worldwide because it greatly affects the growth, development, and productivity of plants. The main effects of drought stress caused by atmospheric, soil, or physiological drought are decreases in leaf water content, photosynthesis reduction or inhibition, mechanical damage, protein denaturation, and changes in membrane flexibility following ion leakage [4,32]. Plants resist drought stress through drought escape (rapid development and reproduction water depletion), drought avoidance (enhanced water uptake or reduced water loss to prevent dehydration), and drought tolerance (osmotic adjustment, antioxidant capacity, and desiccation tolerance) strategies [33,34]. Drought recovery, mainly refers to the plant’s ability to resume growth and gain yield after exposure to severe drought stress, which causes the complete cessation of growth and loss of turgor and leaf desiccation, is regarded as another key determinant of plant drought adaptation [4,34,35]. In the present study, the drought adaptive capability of the resurrection plant *B*. *hygrometrica* was estimated based on the combined phenotype and three physiological parameters, including leaf water RWC, maximal efficiency of PSII photochemistry (*Fv*/*Fm*), and electrolyte leakage (REC) upon dehydration stress and rehydration (Fig 1B). Resurrection plants retain photosynthetic activity during mild drought but regulate their metabolism by shutting down photosynthesis to minimize reactive oxygen species (ROS) accumulation during severe desiccation [10]. While poikilochlorophyllous resurrection plants disassemble their chlorophyll and degrade their thylakoid membranes to avoid photooxidative stress during desiccation, other resurrection species such as *B*. *hygrometrica* retain their photosynthetic apparatus during desiccation, which enables them to recover within a short period after dehydration [10,27,36,37]. The extent of electrolyte leakage as an indicator of cell membrane stability, evaluating the extent of member damage, is affected by the speed at which desiccation occurs and depends on plant species [38,39]. The significantly increased electrolyte leakage observed in both acclimated and non-acclimated plants subjected to severe dehydration might be considered as a reversible modification in the structure of the cell wall and plasma membrane caused by mechanical and oxidative stress [38]. The recovery of electrolyte leakage to control values coincides with the *Fv*/*Fm* and morphological changes in drought-acclimated *B*. *hygrometrica* plants after rehydration, suggesting a repair-based strategy of rapid desiccation-tolerant plants to recover from the damage incurred upon slow and rapid dehydration.

Many plant species can acclimate to drought (dehydration) stress, which is followed by a period of stress memory [11]. Enhance drought (desiccation) tolerance of acclimated plants is associated with developmental and physiological alternations such as the accumulation of compatible solutes (soluble sugars, proline, and betaine) and osmo-protective proteins (LEA proteins, ELIPs, and sHSPs), response of phytohormone (ABA and jasmonate) signaling, reduction of the photosynthetic apparatus, and induction of members of the antioxidant system to limit ROS accumulation and membrane damage [40,41]. Our previous transcriptome analysis of *B*. *hygrometrica* plants under drought stress had revealed the high-level accumulation of a subset of genes encoding HSP70 and sHSP that may function in protein folding in plants after drought acclimation [28]. The present study revealed that the transcription of a gene encoding HSP20 was significantly induced after drought acclimation and exhibited memory expression patterns in rehydrated plants (Fig 2B), which was consistent with the maintenance and erasing of RDT in *B*. *hygrometrica* plants. Genome-wide screening of drought/dehydration stress-responsive genes has indicated the establishment of drought/dehydration stress memory in many plant species, such as *Arabidopsis thaliana*, maize (*Zea mays*), and rice (*Oryza sativa*); it revealed the existence of various response patterns of memory transcripts, allowing plants to finely tune their responses to ongoing or recurring stress [19–22,25]. In this study, we constructed a novel system involving drought acclimation-induced RDT acquisition, maintenance, and erasing in *B*. *hygrometrica*, using non-acclimated fresh and dehydrated plants as controls (Fig 1A). Among the specific rapid dehydration-responsive genes in rapid desiccation-tolerant plants (Fig 2C and 2D), many are involved in the biosynthesis of zeatin-type cytokinins (CTKs) and phospholipids, metabolism of nitrogen and carbon, and epidermal morphogenesis (cell differentiation and lateral root development) (S2 Table). The relationship between nitrate and CTKs has long been recognized, in which nitrate-specific signal up-regulates *isopentenyltransferase 3* (*IPT3*) expression for CTK synthesis; the induction of high-affinity nitrate transporters is possibly mediated by nitrate and CTK signals [42,43]. CTK-mediated signaling is also related to the regulation of plant development, such as stimulation of defensive epidermal differentiation and suppression of lateral root development; and a wide variety of metabolic processes, including phytohormones (CTK, auxin, and gibberellin), carbon, nitrogen, and trehalose metabolism in response to drought stress [42,44,45]. Thus, it may be speculated that the increased synthesis of phosphatidylserine, which is involved in membrane stabilization and stress signaling [46], together with the interaction of nitrate and CTK signals in the regulation of metabolism and development is a critical driving mechanism that facilitates the adaptation of rapid dehydration stress for rapid desiccation-tolerant plants. Three subsets of acclimation pre-induced rapid dehydration-responsive genes that were memorized for short-term (only in AD/A), mid-term (AD/A and A4D/A4), and long-term (AD/A, A4D/A4, and A18D/A18) were identified as candidate genes putatively associated with the dehydration stress memory process in *B*. *hygrometrica* plants (Fig 2C and 2D). This result corroborates the transcriptional memory previously demonstrated in *Arabidopsis*, maize, rice, and coffee (*Coffea canephora*), plants subjected to multiple dehydration stress/recovery treatments [19–26]. Interestingly, the transcriptome data showed that more than half of the short-term, mid-term, and long-term transcriptional memory genes upon rapid dehydration stress are possibly transmitted from the first slow dehydration event (Fig 2C-2E), demonstrating the drought acclimation-dependent establishment, maintenance, and erasing of dehydration stress memory in *B*. *hygrometrica* plants.

Cytosine DNA methylation functions in several processes in plant developmental and adaptive responses to the environment by modulating transposon silencing, gene expression, and chromosome interactions [47,48]. The extent and pattern of genomic DNA methylation in plants is the outcome of dynamic regulation of establishment, maintenance of methylation, and active demethylation, which are mediated by the enzymatic activities of various DNA methyltransferases and demethylases that are targeted to specific genomic regions by distinct pathways [48]. Transcriptional alternations of methylation-related genes encoding DNA methyltransferases and demethylases have been previously detected during development and drought stress in plants [31,49]. In line with previous studies, our observations showed that dynamic expression changes of DNA methylation pathway genes occurred in *B*. *hygrometrica* plants during drought acclimation, growth, and rapid dehydration response (Fig 3A), thus, implying the putative dynamic DNA methylation reprogramming during plant growth as well as changes in response to dehydration stress. WGBS analysis of the methylome of *B*. *hygrometrica* revealed much higher DNA methylation levels in CG, CHG, and CHH contexts than those in *A*. *thaliana* (24%, 6.7%, and 1.7% for CG, CHG, and CHH, respectively) and many crop species, such as rice (44.5%, 24.1%, and 4.7%), soybean (*Glycine max*; 63%, 44%, and 5.9%), wheat (*Triticum aestivum*; 44.5%, 24.1%, and 4.7%), and cassava (*Manihot esculenta*; 58.7%, 39.5%, and 3.5%), and similar methylation levels of CG and CHG compared to maize (86.4% and 70.9%) and spruce (*Picea abies*; 74.7% and 69.1%) (Fig 3B) [50–56]. This finding suggests that DNA methylation is more robustly maintained in *B*. *hygrometrica* than in most previously studied plant species, perhaps because of its large genome size (~1,691 Mb), high level of repetitive sequences (75.75%), and high GC content (42.30%), which are positively correlated with genome-wide DNA methylation levels [30,56–58]. As expected, we found slow and rapid dehydration-induced hypomethylation in all three cytosine contexts of both acclimated and non-acclimated plants (Fig 3B), consistent with previous studies demonstrating that drought and other environmental stress, such as cold, high-salinity, and heavy metals, tend to induce demethylation of genomic DNA [59–62]. In contrast, drought acclimation-induced and growth-dependent hypermethylation occurred specifically in the CHH context, which might be related to the involvement of different mechanisms maintaining DNA methylation between symmetric and asymmetric sites. In plants, symmetrical methylation at CG and CHG sites can be maintained independently of siRNAs by MET1, which is an ortholog of mammalian DNA methyltransferase DNMT1, and plant-specific CMT3, respectively [47]. Asymmetric CHH methylation, however, is maintained *de novo* through domains rearranged methyltransferase 2 (DRM2), an ortholog of the mammalian DNA methyltransferase DNMT3A/b, via the RdDM pathway [63,64]. The transcriptional changes of the gene encoding DRM2/DNMT3A (G001986), which was observed to be significantly positively correlated with CHH methylation dynamics (Fig 3C), may contribute to the maintenance of CHH methylation in *B*. *hygrometrica* during plant growth and dehydration responses. Notably, sharply reduced DNA methylation levels at symmetrical sites but not at non-symmetrical sites were observed in drought-acclimated plants at an early stage of RDT maintenance (Fig 3B), although no significant differences in the transcription of methylation pathway genes were detected in the comparisons of A4/A or A4/F4 (Fig 3A). The hypomethylation status could result from self-repair mechanisms of the physiological recovery from severe dehydration stress that requires the transcriptional activation of substantially more genes [20], as evidenced by significantly elevated leaf REC in A4 plants compared with other fresh plants (Fig 1D). In addition, there was a much lower level of CHH methylation compared with that of CG and CHG in leaves of both fresh and dehydrated plants (Fig 3B), corroborating observations from a previous study on *B*. *hygrometrica* explants during regeneration and from other plants such as *A*. *thaliana*, tomato (*Solanum lycopersicum*), and maize [31,50,65,66]. However, a larger number of DMRs in the CHH context than that in CG and CHG contexts was detected between acclimated and non-acclimated plants and in plants responding to dehydration stress (Fig 3D); this may be due to the redundancy of the asymmetric CHH motif sequence and less stable of the methylation at that site [67].

Gene-associated DNA methylation in the promoter regions usually represses gene transcription; this happens directly by inhibiting the binding of transcription activators or promoting the binding of transcription repressors, or indirectly by promoting repressive histone modifications, such as H3K9me2, or inhibiting permissive histone modifications, such as histone acetylation [48]. In contrast, the gene body methylation can prevent aberrant transcription initiation from internal cryptic promoters and increase pre-mRNA splicing efficiency, but its biological function in regulating gene expression varies among different plant species [48,68,69]. Our investigations demonstrated that there was no significant correlation between transcriptional changes and methylation differences of entire genes (Figs 5 and S8–S10), even though the overall DNA methylation level in the promoter or within the gene body was associated with the suppression of gene expression in both fresh and dehydrated *B*. *hygrometrica* plants (Fig 4). These observations are consistent with recent genome-wide DNA methylation studies in several plants uncovering various associations between methylation variations and gene expression differences and suggest that promoter methylation plays an indecisive role in transcriptional regulation during the processes of RDT acquisition, maintenance, and erasing [31,49,70,71]. Nevertheless, there is evidence for the possible control of DNA methylation for a wide variety of genes differentially expressed in plants during RDT acquisition, maintenance, and erasing (Figs 5 and S11), according to the negative correlation between the transcriptional changes and the relative alternation of the promoter methylation [48]. Interestingly, MRGs involved in genetic information processing were significantly enriched, e.g., the process of DNA conformation, RNA splicing, translation, and post-translational protein modification (Fig 6 and S5–S8 Tables), which suggests that DNA methylation may extensively participate in the fine-tuning of fundamental processes during plant acclimation, growth, and rapid dehydration stress response. Significant enrichment of rapid dehydration stress-responsive MRGs was also observed involving plant purine metabolism, one of the fundamental steps in nitrogen recycling required for sustaining normal plant growth and development as well as plant response and adaptation to environmental stress [72,73]. These results are also consistent with previous findings that DNA methylation contributes to regulating fundamental processes underpinning cell differentiation, growth, and stress response [31,49,67,74]. Intriguingly, we detected several putative methylation-regulated short- and mid-term dehydration stress memory genes (Fig 7A and 7B), and demonstrated the direct or indirect regulation of promoter methylation/demethylation on their transcription activity (Fig 7D), further supporting the potential link between DNA methylation and plant dehydration response and memory in *B*. *hygrometrica* plants. Among them, two putative methylation-regulated mid-term dehydration stress memory genes encoding PSF38A and USPase, which were up-regulated in rapid desiccation-tolerant plants subjected to dehydration stress (S12 Fig), have been shown to be involved in plant development and stress responses [75,76]. Previous studies have demonstrated the wide occurrence of splicing factor-mediated alternative splicing events at particular developmental stages or in response to environmental changes, particularly in ABA-mediated stress responses [75]. USPase is the major enzyme responsible for the synthesis of raffinose family oligosaccharides, which can protect plant cells during seed desiccation and drought stress [76]. Moreover, *B*. *hygrometrica AVT1L* encodes a homolog of yeast AVT, which is also hypomethylated and up-regulated in rapid desiccation-tolerant plants subjected to dehydration stress (S12 Fig). This homolog is reportedly involved in the transport of large neutral amino acids including glutamine (asparagine), isoleucine (leucine), and tyrosine into vacuoles, thus maintaining the homeostasis of vacuolar and cytosolic amino acids [77]. Therefore, we hypothesized that drought stress-induced hypomethylation and upregulation of memory genes associated with alternative splicing changes and accumulation of oligosaccharides and vacuolar amino acids, allow rapid adjustment of the abundance and function of key stress-response components, which ultimately contribute to the improvement of dehydration tolerance in *B*. *hygrometrica*. In this context, upcoming studies will aim to characterize the biological importance of stress memory genes and the underlying molecular mechanisms for epigenetic regulation of their expression during plant stress responses.

## Materials and methods

### Plant materials and treatments

Seeds of *B*. *hygrometrica* were collected from a naturally growing population of approximately 200 wild plants inhabiting the Western Hills of Beijing, China (40°12 N, 116°10 E). *B*. *hygrometrica* is a mixed-mating species and its mating system is mainly outcrossing; therefore, the collected seeds are possibly from both genetically independent parents and sib/half-sib families in the population [31]. All the collected seeds were mixed in one tube and sown in ordinary potting soil after vernalization at 4°C for 3 d. The seedlings were grown under well-watered conditions in a greenhouse with a photoperiod of 15 h light/9 h dark, 25°C, and 60% relative humidity (RH). For drought acclimation treatment, three-month-old seedlings were subjected to slow-onset water deprivation treatment by withholding water for 14 d (slow soil-drying) after saturating soil moisture, and then re-watered for 3 d [28,29]. Untreated plants served as the non-acclimated control group. Rapid dehydration (rapid air-drying) treatment was imposed by transferring plants from soil to Petri dishes and drying immediately at 25°C and 60% RH for 2 d. The air-dried plants were rehydrated by subjecting them to wet filter paper in Petri dishes for 3 d. Both acclimated and non-acclimated plants were subjected to rapid air-drying and rehydration after continuous cultured for 0, 4, 8, 13, 18, and 22 w, respectively (Fig 1A). For SAM and 5-azaC treatments, surface-sterilized seeds were vernalized and germinated on half-strength Murashige-Skoog (1/2 MS) medium according to the method described by Sun *et al*. [31]. After 45 d of culture, the seedlings were transferred to 1/2 MS medium supplemented with either SAM (0, 10, 50, and 100 μM) or 5-azaC (0, 10, 50, and 100 μM) and continued to grow for 7 d. Each treatment was applied to at least 30 individual plants, with six biological replicates.

### Physiological measurements

The RWC of *B*. *hygrometrica* leaves was determined according to Lin *et al*. [78] with minor modifications, where all of the leaves cut from each plant were weighed immediately to record fresh weight (FW). Subsequently, the detached leaves were immersed in distilled water at room temperature for 6 h, weighed to record turgid weight (TW), and subjected to fast oven-drying at 105°C for 1 h followed by 65°C for several hours to a stable weight to record dry weight (DW). The RWC was calculated as follows: RWC (%) = (FW − DW)/(TW − DW) × 100. The chlorophyll fluorescence parameter *Fv/Fm* was monitored in intact leaves after dark adaptation for 1 h using the Maxi-Imaging-PAM (Walz, Germany), with a saturating light intensity of approximately 800 mmol m^-2^ s^-1^ and duration of 4.5 s. Leaf REC was measured using an EC 125 Conductivity Meter (Hanna Instruments, Padova, Italy), following the method described previously [79]. Six individual plants from each biological replicate were used to measure the physiological indexes.

### RNA-seq and data analysis

Approximately 45 leaves detached from at least 15 individual *B*. *hygrometrica* plants for each biological replicate were pooled for transcriptome profiling analysis. Three biological replicates were performed for each treatment group. Total RNA was extracted using a Plant Total RNA Extraction kit (Sigma, St. Louis, MO, USA) and purified using DNase I (Promega, Madison, WI, USA). The cDNA synthesized from enriched poly(A) mRNA was connected with adaptors, PCR-amplified, and then sequenced using an Illumina Hi-Seq 4000 platform (Illumina Inc., San Diego, CA, USA), with 150-bp paired-end reads (PE150). Filtered sequencing reads were aligned against the reference genome of *B*. *hygrometrica using* HISAT [80]. Novel transcripts were predicted after transcript reconstruction and comparison with reference transcripts using StringTie and Cuffcompare, respectively [81,82]. To calculate the transcript abundance of each gene, clean reads were mapped to the reference using Bowtie followed by estimating the gene and isoform expression levels with the fragments per kilobase per million fragments mapped (FPKM) method using RSEM [83,84]. DEGs between samples were detected using DEseq2, with fold change ≥ 2 and adjusted *p* ≤ 0.05 as cutoffs for statistically significant differences in expression [85]. GO and KEGG enrichment analyses of DEGs between samples were performed using the OmicShare online platform (http://www.omicshare.com/tools/). The GO terms/KEGG pathways with a corrected *p*-value (Q-value) ≤ 0.05 were considered significantly enriched.

### WGBS and data analysis

Genomic DNA used for WGBS was extracted from the leaves of *B*. *hygrometrica* using a Plant Genomic DNA Kit (Tiangen Biotech, Beijing, China). Approximately 45 leaves detached from at least 15 individual plants were pooled for DNA extraction in each biological replicate. The WGBS library of each treatment was constructed from a pool of equal quantities of DNA samples from six biological replicates. Purified genomic DNA was subjected to sonication, 3’A addition, adaptor ligation, followed by bisulfite modification with a ZYMO EZ DNA methylation-Gold kit (Zymo Research, Orange, CA, USA), gel purification, and PCR amplification. Sequencing was performed on an Illumina HiSeq X Ten platform (Illumina Inc., San Diego, CA, USA) with PE150 mode. Raw sequencing reads were filtered by removing the adaptors and discarding low-quality and N-base-containing reads. Clean reads were aligned to both the positive and negative strands of the reference genome using BSMAP [86], allowing up to two mismatches. The DNA methylation level of 5-methylcytosine (m5C) was calculated as follows: methylation level (%) = methylated reads/(methylated reads + unmethylated reads) × 100. Differentially methylated cytosines were determined using Fisher’s exact test. Changes in methylation of at least 20% and *p* < 0.05, were considered significant. Identification of DMRs between samples was performed according to previously described methods [31,87]. In brief, the first five adjacent CG/CHG/CHH sites containing at least four CG/CHG/CHH sites with the same changing trend and a Wilcoxon rank-sum test *p* < 0.05, were considered as candidate DMRs. The 3’ downstream adjacent CG/CHG/CHH sites with the same changing trend were incorporated with the candidate DMRs until the Wilcoxon rank-sum test *p* ≥ 0.05. An inter-distance of 200-bp was allowed between the two adjacent CG/CHG/CHH sites. GO enrichment analysis of MRGs between samples was performed as described above.

### Quantitative real-time PCR

The total RNA of *B*. *hygrometrica* plants used for qPCR was extracted and purified using the method described above. Preparation of cDNA and qPCR was performed according to Sun *et al*. [88]. Gene expression levels are presented as the mean ± SD by the Ct method using *elongation factor 1α* (*EF1α*) and *18S* rRNA as the reference genes [31]. The gene-specific primers used for qPCR are listed in S11 Table. Three biological replicates were analyzed using the mean values of the three technical replicates for each sample.

### Bisulfite sequencing PCR

The genomic DNA of SAM/5-azaC treated *B*. *hygrometrica* seedlings used for BSP was extracted as described above. Bisulfite treatment of DNA was performed using a DNA bisulfite conversion kit (Tiangen Biotech, Beijing, China). Each targeted DMR was amplified from the bisulfite-converted DNA with AceTaq DNA Polymerase (Vazyme, Nanjing, China) and degenerate primers designed using the Methyl Primer Express v1.0 software (see S11 Table for sequences details), followed by Sanger sequencing to determine its methylation status.

### Statistical analysis

The statistical significance of the physiological indexes among samples and gene expression between the control and SAM/5-azaC treatment groups were determined by one-way ANOVA followed by Tukey’s HSD test and by an independent sample t-test using SPSS 20.0 for windows (SPSS Inc., Chicago, IL, USA), respectively. Correlation analysis between DNA methylation and the expression of methylation pathway genes was performed using SangerBox software (http://sangerbox.com/). Venn diagrams were constructed using the online tool jvenn (http://jvenn.toulouse.inra.fr/app/example.html/). HCA and PCA were performed using MetaboAnalyst 3.0 (http://www.metaboanalyst.ca/).

## Supporting information

S1 Fig Hierarchical clustering analysis (HCA) and principal component analysis (PCA) of the transcriptome data. (A) HCA dendrogram showing the discrimination among samples based on the transcriptome data. (B) Score scatter plot of PCA showing the discrimination among samples based on the transcriptome data. The first principal component (PC1) and the second principal component (PC2) explained 67.7% and 11.6% of the variation in the initial data sets, respectively.
(TIF)

S2 Fig Venn diagrams displaying the overlap of up- (A) and down-regulated (B) DEGs between the acclimated and non-acclimated fresh plants at three growth stages.
(TIF)

S3 Fig Venn diagrams displaying the overlap of up- (A) and down-regulated (B) DEGs during plant growth.
(TIF)

S4 Fig Venn diagrams displaying the overlap of up- (A, C, E) and down-regulated (B, D, F) DEGs between acclimated and non-acclimated fresh plants responding to rapid dehydration stress at each of the three growth stages.
(TIF)

S5 Fig Hierarchical clustering heatmap showing the expression changes of RDT-specific DEGs in fresh plants responding to rapid dehydration stress. RDTP, rapid dehydration-tolerant plants; RDSP, rapid dehydration-sensitive plants. Scale bar represents log2 fold-change expression (red, upregulation; blue, downregulation) between samples.
(TIF)

S6 Fig Hierarchical clustering heatmap showing the expression changes of short-term transcriptional memory genes in plants during acclimation (SD/F and A/F) and responding to rapid dehydration stress (FD/F, AD/A, F4D/F4, A4D/A4, F18D/F18, and A18D/A18). Acc, the acclimation process; RDTP, rapid dehydration-tolerant plants; RDSP, rapid dehydration-sensitive plants. Scale bar represents log2 fold-change expression (red, upregulation; blue, downregulation) between samples.
(TIF)

S7 Fig Hierarchical clustering heatmap showing the expression changes of long-term transcriptional memory genes in plants during acclimation (SD/F and A/F) and responding to rapid dehydration stress (FD/F, AD/A, F4D/F4, A4D/A4, F18D/F18, and A18D/A18). Acc, the acclimation process; RDTP, rapid dehydration-tolerant plants; RDSP, rapid dehydration-sensitive plants. Scale bar represents log2 fold-change expression (red, upregulation; blue, downregulation) between samples.
(TIF)

S8 Fig Comparison of the DNA methylation level of DEGs between samples. Green and blue lines represent the methylation levels of up-regulated DEGs in the former and latter samples of each comparison, respectively. Red and black lines represent the methylation levels of down-regulated DEGs in the former and latter samples of each comparison, respectively. U2k, 2-kb sequences upstream of the protein-coding region; D2k, 2-kb sequences downstream of the protein-coding region.
(TIF)

S9 Fig Correlation analysis of gene expression differences and promoter methylation variations in the CHH contexts between samples. DEGs and non-DEGs are indicated by red and blue dots, respectively. Cor, Pearson correlation coefficient.
(TIF)

S10 Fig Correlation analysis of CG-, CHG-, and CHH-type of DMRs within the gene promoter regions and gene expression differences between samples. DEGs with CG-, CHG-, and CHH-type of DMRs in their promoter regions are indicated by red, blue, and magenta dots, respectively. Non-DEGs with CG-, CHG-, and CHH-type of DMRs in their promoter regions are indicated by yellow, green, and grey dots, respectively. Cor, Pearson correlation coefficient.
(TIF)

S11 Fig Venn diagrams displaying the overlap of MRGs among comparisons. (A) Putative MRGs in plants subjected to slow dehydration stress (SD/F) and rehydration (A/SD). (B) Putative MRGs between acclimated (A, A4, and A18) and non-acclimated (F, F4, and F18) fresh plants. (C) Putative MRGs during plant growth. (D) Putative MRGs in both acclimated and non-acclimated fresh plants subjected to rapid dehydration stress.
(TIF)

S12 Fig Heatmap showing the expression changes of putative methylation-regulated mid-term dehydration stress memory genes in fresh plants subjected to dehydration stress. Acc, plants subjected to drought acclimation; RDT and RDS represent rapid desiccation-tolerant and -sensitive plants subjected to dehydration stress, respectively. Scale bar represents log2 fold-change expression (yellow, upregulation; green, downregulation) between samples. Genes with significant expression differences (fold change ≥ 2 and adjust *p* ≤ 0.05) are indicated by asterisks (*) in the squares.
(TIF)

S1 Table. Summary of the transcriptome sequencing data

S2 Table. GO and KEGG enrichment analyses of the specific rapid dehydration-responsive genes in rapid desiccation-tolerant plants

S3 Table. Summary of the WGBS data

S4 Table. The average methylation level of the gene promoter regions of all samples

S5 Table. GO enrichment analysis of acclimation-related MRGs

S6 Table. GO enrichment analysis of MRGs between acclimated and non-acclimated fresh plants

S7 Table. GO enrichment analysis of MRGs during growth

S8 Table. GO enrichment analysis of MRGs during responding to rapid dehydration stress

S9 Table. List of the putative methylation-regulated short-term and mid-term dehydration stress memory genes

S10 Table. GO enrichment analysis of the putative methylation-regulated dehydration stress memory genes

S11 Table. List of the primers used in this study

S1 Dataset. Data used to make all the figures and statistical analyses

How the deposited data were processed for this re-analysis (not part of the article)

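Leaves of Boea hygrometrica were measured in 39 RNA-seq libraries, 3 biological replicates in each of 13 groups, and in 12 bisulfite libraries, 1 per group for every group but the dehydrated fresh plants FD. Conditions were taken from the sample labels. The comparisons, tests, thresholds, gene lists and alternatives were chosen before the data were examined, apart from those said to be chosen later. The authors made the deposited FPKM values by aligning reads with HISAT, assembling transcripts with StringTie 1.0.4, mapping reads to the transcripts with Bowtie2 2.2.5 and estimating abundance with RSEM. The version of RSEM is not given in the sources used here, and no scaling between libraries is stated. The deposited methylation values are the fraction of methylated reads among all reads over the cytosines of a promoter of 2 kb, per context, which the authors computed after mapping bisulfite reads with BSMAP at up to 2 mismatches. They carry no read numbers, so depth per promoter is not analysed here. The FPKM columns that stand beside the methylation fractions follow the preceding locus tag of the expression table and were used for that check alone. Read counts were not used here, and the test on counts that was planned for that case was not run. The authors called their differentially expressed genes with DESeq2.

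Genes with at least 1 FPKM in at least 3 libraries were kept, 18736 of 26693. A pseudocount of 1 was added and log2 values were fitted with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend, without robust fitting) in R 4.3.3, with 1 mean per group over all 39 libraries and no covariate, so that all groups share 1 estimate of the spread. Tests are two-sided, p-values were adjusted by the method of Benjamini and Hochberg over the kept genes of a comparison, and a gene was called at a log2 fold change of at least 1 in size and an adjusted p of at most 0.05. Differences between the responses of acclimated and other plants were tested as interactions in the same fit. Sets of genes were formed from these calls, per direction. The 34 gene lists are text patterns on the deposited annotation, tested with camera of limma over 14 contrasts, 462 tests in all since 1 list matched no gene, with p adjusted over all of them. Methylation was compared in percentage points, with 20 points as the smallest change counted. Correlations and rank comparisons across genes were tested with 100000 permutations, and 10000 in the alternatives, whose smallest p-values are 1e-05 and 1e-04, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Tables were read with data.table 1.17.8 in R, and plots were drawn with matplotlib 3.10.9.

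Each script that tests many genes was tested on simulated data. With 200 genes changed in the SD and F libraries, 56.7, 71.6 and 95.5% were called at log2 changes of 1.5, 2 and 3, with 4 false calls among 18736 genes and 0 in an unchanged comparison or its interaction. A list of 30 members raised by 1 log2 was found at a camera adjusted p of 7.9e-43, with 0 false calls of other lists. The simulated genes varied independently of each other, so this does not cover lists whose genes vary together. The permutation test found a set correlation of 0.1 as 0.108 (p = 2.0e-05), and for no correlation gave −0.057 (p = 0.011) in 1 draw. Depth was read from the deposited values, since FPKM of genes of low abundance step by the worth of 1 fragment. Relative to each gene's typical step this worth ran from 0.857 to 1.27 between libraries, a ratio of 1.48, from 1902 genes, of whose low values 77.6% lay within 0.2 of 1 or 2 steps. The sum of FPKM ran from 806800 to 1063490, and 12261 to 16315 genes per library were at 1 FPKM or more. No pair of libraries is identical. A value of 0 can be a failed estimate where near-identical genes compete for fragments, so such genes are given as listed at 0 and without a fold. Of the kept genes 93 share all their values with another gene.

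Named genes follow a rule. It takes every gene the paper names in its text or in Figs 2B, 2F, 3A and 7D, up to 3 called members of each gene list with the largest log2 fold change, and the 10 called genes with the largest log2 fold change in each direction of a main comparison, among those with a named product, a mean of at least 10 FPKM in the higher group and the 3 libraries of 1 group all above the other's. Values in the paper's tables count as seen beforehand. Other genes are said to be chosen after their values were seen. The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling of the libraries, a block for the replicate number, a fit of the libraries of a comparison alone, leaving out single libraries or 1 replicate of all groups, other minimum changes of methylation of 10 and 5 points, and an estimated correlation for the lists. Other splits of the same libraries, 10 for 3 against 3 and 100 for the sets and interactions, the real one included in each, were fitted in the same way.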

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

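All tests of an explanation in this part were chosen after the result was seen. Acclimated and other plants differed in their response to rapid dehydration by the interaction test of limma for 1651 genes in AD/A against FD/F, for 2 in A4D/A4 against F4D/F4 and for 150 in A18D/A18 against F18D/F18. Of the 2 at 4 w, KZV41115 is listed at 0 in all A4 libraries, which can be a failed estimate. Among the 1651 genes 7 ELIP genes (3 with identical FPKM) had a larger log2 fold change in AD/A than in FD/F, and 13 plastid and mitochondrial ribosome genes had a smaller one. The paper does not discuss genes of the photosystems and antenna in F18 against F, where 27 of 34 were down-regulated (29 after scaling). Of 100 labellings of acclimated and other libraries, the real one included, 2 reached the count of AD/A against FD/F (1892 at most in the others), 20 that of A4D/A4 against F4D/F4 (78 at most) and 4 that of A18D/A18 against F18D/F18 (1187 at most). These shares are not adjusted for the number of tests, and at each stage some other labelling gave more genes. The labellings also mix groups that differ, such as AD and FD, which widens the spread in their fits. Chance is therefore not excluded at any stage.

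In each of the 6 rapid dehydrations more genes were down- than up-regulated with FPKM as deposited. After median-ratio scaling the excess is turned in F18D/F18 (2048 up-regulated and 1832 down-regulated) and A18D/A18 (2156 and 1819) and smaller in the other 4 (3169 and 4045 in FD/F, 3289 and 3794 in AD/A, 3565 and 3940 in F4D/F4, 3480 and 4293 in A4D/A4), so it depends on the scale of the libraries. A few genes taking most of the FPKM sum are excluded as the whole cause, since the 100 most abundant genes gave at least 50% of the shift of the median gene in 0 of the 6 comparisons (4.54 to 49.9% of it, the highest just under the bound). A difference in sequencing depth is excluded as well, since the worth of 1 fragment differed by over 1.3 times in 0 of the 6 (ratios of 1 to 1.10). A loss of many transcripts during drying, a biological explanation, may remain, but with no added standard in the libraries it was not tested.

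The 118 mid-term memory genes are called in A4D/A4 and not in F4D/F4. Calls on either side of 1 threshold fit this pattern, since 0 of the 118 pass the test of the difference between the responses (19 at an unadjusted p under 0.05, a number that choosing the genes by these calls raises). An effect of 1 library that stands apart, A4 replicate 2, cannot be told apart from acclimation, since 75 of the 118 (63.6%, 44 up-regulated and 31 down-regulated) are in the sets without that library, between the bounds set for either answer. A memory of drought, the biological explanation, stays open and was not shown by a difference of the responses.

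The FPKM columns beside the promoter methylation values do not belong to the locus tag of their line. A shift of the FPKM columns by 1 locus tag fits, since their median correlation with the expression table is 0.932 at the preceding tag and 0.0796 at the same tag. A shift of the CG and CHG columns in the same way is made less likely and is not ruled out. Genes annotated as transposon-related exceed other genes by more at the preceding tag in 0 of 24 values (at the same tag 79.8% against 41.8% CG over 61 and at the preceding tag 68.6% against 49.6% over 83 transposon-related genes, as medians over the 12 libraries). The joins hold different genes, and the 12 libraries read the same promoters, so the 24 values are not independent. Of 18771 promoter rows 15760 have the preceding tag in the expression table, 12886 their own tag and 12092 the following one. Expression alone does not settle the shift either. Over the same genes its relation with methylation is stronger at the preceding tag in 3 of the 24 (CG in SD, CHG in A and AD), with median rho of −0.0549 at the preceding and −0.0789 at the same tag in CG and −0.0673 and −0.0683 in CHG. Over all genes with a value CHG has −0.115 and −0.102. In CHH, which the transposon test left out, the relation is stronger at the preceding (−0.0377) and at the following tag (−0.0417) than at the same tag (−0.0144), and a shift of that column alone stays open. No biological explanation was tested for this pattern.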

How the results depend on the processing

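Leaving out A4 replicate 2 from the gene sets, scaling, pseudocount, block and left-out replicates for the down-regulated share of the pathway genes, the lists without the filter or without 1 replicate, the quartiles of the paper's S4 Table, the join to the preceding locus tag and all alternatives of A18/F were chosen after the data were seen. Of 43 results 12 stayed within 1.5 times their value (or on their side of the threshold) under every alternative run on them, counted as totals over both directions: SD/F (5953 to 6745 genes), A/SD, FD/F, AD/A, F4D/F4, A4D/A4, F18/F, AD/FD, the calls of methylation pathway genes (72 to 103), those of the S9 Table genes (132 to 164), the promoter classes that pass (23 to 36) and the pathway genes correlated with methylation (6 to 7). Counts of single comparisons were tried without single libraries and not without 1 replicate of all groups. Without replicate 1 of all groups the DEGs of F18/F that have a promoter value were 1041 in place of 2456. Within the totals scaling turned the balance of up- and down-regulated genes in F18/F (2522 and 1340 to 1461 and 1791) and AD/FD (1291 and 1671 to 1659 and 1392). Over all results 282 of 387 alternatives kept the value and 105 moved it.

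A fit of the libraries of a comparison alone has fewer libraries to estimate the spread from. It called 2704 genes in A18D/A18 in place of 5068, 477 in A18/F18 (1452), 255 in A18/A (2465), 159 in A18/F (2430), and 0 in each of A/F (22), A4/F4 (9), A4/F (351), F4/F (10), A4/A (390), A4D/F4D (6) and A18D/F18D (124). The up-regulated mid-term genes were 49 (74), the long-term genes 2 up-regulated (12) and 3 down-regulated (10), and on 12 libraries the interactions had 4 genes at 4 w (2) and 16 at 18 w (150). With a pseudocount of 0.1, A4/F4 had 5, A18/F18 923, A4/F 224, F4/F 28, A4/A 230 and A4D/F4D 3 genes, the interactions 1 at 4 w and 57 at 18 w, the up-regulated long-term genes 7, the median correlation of replicates was 0.912 (0.942), and 2 in place of 4 correlations of expression and methylation changes passed. The cause of these shifts was not tested. Median-ratio scaling, which reduces the shift of the median gene, gave 3880 genes in F18D/F18 (6802), 832 in A18/F18, 5 in F4/F, 17 in A4D/F4D and 68 down-regulated mid-term genes (44), and a down-regulated share of the pathway calls of 41.7% (66%). Of the mid-term genes 10 of 74 and 6 of 44 are in the sets after scaling. Without the filter A4/F4 had 22 genes, and the cause was not tested.

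Formed anew with specific taken to mean past the interaction test as well, the sets had 0 RDT-specific genes up-regulated (122) and 0 down-regulated (140), 0 mid-term (74 and 44), 174 and 118 short-term (290 and 337) and 0 long-term genes (12 and 10). With an estimated correlation 0 of 146 calls of lists by camera hold, with 50 of 462 at an unadjusted p under 0.05. Among DEGs alone 1 correlation of expression and methylation changes passed, and with the expression of the preceding locus tag 0 did, by permutation. Without the filter 1 rank correlation passed in CHG and 2 in CHH (0 and 1). A lower minimum gave 3377 (10 points) and 5326 (5 points) methylation-regulated genes in place of 1165, beside 3009 and 5070 that changed the same way (1068), and 171555 and 375298 changed promoters in place of 40728. The difference in CG between A4D and A4 was 6.96 points between medians and 6.025 over promoters with a value in all 12 libraries, against 6.02.

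Without 1 library the counts ran from 5 to 57 in A/F, 8 to 560 in A4/F4, 483 to 1435 in A18/F18, 64 to 1190 in A4/F, 5 to 58 in F4/F, 83 to 1213 in A4/A, 1411 to 3262 in A18/A, 2 to 11 in A4D/F4D and 15 to 343 in A18D/F18D. Where a group is left with 2 libraries its spread is taken to be that of the others. Without A4 replicate 2 A4/F4 had 560, A4/F 800 and A4/A 1213 genes. Without 1 replicate of all groups, or for the sets without A4 replicate 2 alone, the interactions had 655 to 842 (1651), 0 to 4 and 4 to 205 genes, the RDT-specific sets 74 to 154 up-regulated and 115 to 194 down-regulated, the mid-term sets 39 to 93 and 31 to 55, the short-term sets 222 to 335 and 287 to 345, the long-term sets 3 to 9 and 2 to 10, and genes shared by A and A4 against F 0 to 1. The correlations that passed were 2 to 4. Without A4 replicate 2 the sets had 74 and 145 RDT-specific, 45 and 45 mid-term, 335 and 345 short-term and 7 and 8 long-term genes.

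Libraries with the same replicate number are not known to share anything, and no number pairs them in the data: their deviations from the group means correlate at a median of −0.006 over 234 pairs, 13.2% are over 0.1, and 9 of 39 libraries match their own number best. A replicate block left 35 of 36 results within 1.5 times (ratios of 0.50 to 1.03), and the exception is the interaction at 4 w, with 1 gene in place of 2. Of the 128 values of single genes, 901 of 1024 alternatives kept the call, 116 ended it, 7 made one and 0 turned the direction. A test on read counts and a minimum of coverage for the promoter values were planned and not run. With FPKM in place of counts, values near the worth of 1 fragment, 0.857 to 1.27 of the typical step of a gene between libraries, are the limit of what a library can resolve.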

Differences from the paper's values

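All alternatives named in this part were set before the data were examined. The paper's counts use the same thresholds of fold change and adjusted p as those here, with DESeq2 in place of limma. The fold change here is that of FPKM + 1, which shrinks the change of genes of low abundance. The same cutoff is therefore stricter here for such genes. Of 40 counts in 20 comparisons 17 lie within 1.5 times of the paper's and 23 do not. F4D/F4 had 1940 up-regulated genes and 3565 in the paper, and of 11 alternatives only 3565 with median-ratio scaling comes within 1.5 times of that. F4D/F4 had 6729 down-regulated genes and 3759 in the paper, and of 11 alternatives only 3940 with median-ratio scaling comes within 1.5 times of that. A4D/A4 had 1943 up-regulated genes and 3211 in the paper, and of 11 alternatives only 3480 with median-ratio scaling and 2162 without A4 replicate 3 come within 1.5 times of that. A4D/A4 had 6650 down-regulated genes and 3812 in the paper, and of 11 alternatives only 4293 with median-ratio scaling, 4527 with a fit of the 6 libraries alone and 5458 without A4 replicate 3 come within 1.5 times of that. F18D/F18 had 1148 up-regulated genes and 2617 in the paper, and of 11 alternatives only 2048 with median-ratio scaling comes within 1.5 times of that. F18D/F18 had 5654 down-regulated genes and 2466 in the paper, and of 11 alternatives only 1832 with median-ratio scaling comes within 1.5 times of that. A18D/A18 had 1204 up-regulated genes and 1925 in the paper, and of 11 alternatives only 2156 with median-ratio scaling comes within 1.5 times of that.

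A18D/A18 had 3864 down-regulated genes and 1503 in the paper, and of 11 alternatives only 1819 with median-ratio scaling and 2093 with a fit of the 6 libraries alone come within 1.5 times of that. A/F had 11 down-regulated genes and 23 in the paper, and of 11 alternatives only 31 without F replicate 2 and 21 without A replicate 1 come within 1.5 times of that. A4/F4 had 5 down-regulated genes and 8 in the paper, and of 11 alternatives only 12 with no filter and 10 without F4 replicate 1 come within 1.5 times of that. A18/F18 had 1077 down-regulated genes and 554 in the paper, and of 11 alternatives only 605 with a pseudocount of 0.1, 381 with a fit of the 6 libraries alone, 473 without A18 replicate 2, 812 without F18 replicate 1 and 797 without F18 replicate 3 come within 1.5 times of that. A4/F had 190 down-regulated genes and 77 in the paper, and of 11 alternatives only 94 with a pseudocount of 0.1 and 69 without A4 replicate 1 come within 1.5 times of that. F4/F had 5 up-regulated genes and 29 in the paper, and of 11 alternatives only 22 with a pseudocount of 0.1, 23 without F replicate 2 and 36 without F4 replicate 2 come within 1.5 times of that. F4/F had 5 down-regulated genes and 16 in the paper, and of 11 alternatives only 20 without F replicate 3 comes within 1.5 times of that. A4/A had 163 up-regulated genes and 49 in the paper, and of 11 alternatives only 55 without A replicate 3 and 71 without A4 replicate 1 come within 1.5 times of that. A4/A had 227 down-regulated genes and 98 in the paper, and of 11 alternatives only 123 with a pseudocount of 0.1 comes within 1.5 times of that. F18/F had 1340 down-regulated genes and 2448 in the paper, and of 11 alternatives only 1791 with median-ratio scaling comes within 1.5 times of that. None of 11 alternatives comes within 1.5 times for A/F 11 up-regulated genes (the paper's 74), A18/F18 375 up-regulated genes (the paper's 893), AD/FD 1291 up-regulated genes (the paper's 3057), A4D/F4D 1 up-regulated gene (the paper's 32), A4D/F4D 5 down-regulated genes (the paper's 55) and A18D/F18D 35 up-regulated genes (the paper's 148).

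Among the sets, RDT-specific genes were 122 up-regulated and 190 in the paper, and of 9 alternatives 152 with a pseudocount of 0.1, 127 with no filter, 161 with median-ratio scaling and 154 without replicate 3 come within 1.5 times. No alternative comes within 1.5 times for 140 down-regulated RDT-specific genes (the paper's 303), 44 down-regulated mid-term genes (the paper's 182), 290 and 337 up- and down-regulated short-term genes (the paper's 1455 and 2057) and 719 and 1098 genes specific in AD/A alone (the paper's 3218 and 3398). Methylation-regulated genes were 183 in SD/F and 109 in the paper, which states a minimum change of 20% for single cytosines and does not say how it was applied to promoters. Of 7 alternatives 136 without replicate 1 and 162 without replicate 3 come within 1.5 times. Between acclimated and other fresh plants they were 46 and 27 in the paper, and 29 with median-ratio scaling, 31 with a pseudocount of 0.1, 29 without replicate 1 and 20 without replicate 2 come within. The lower quartiles of promoter methylation were 20.6% in CG, 3.45% in CHG and 2.62% in CHH, and in the paper 48.593, 36.595 and 8.661%, and the median in CHG was 48.0% and in the paper 76.062%. No alternative was set for the quartiles.

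The paper states that KZV28834 and KZV34970 are higher and KZV36643 is lower in both A and A4 than in F. By limma the 3 have those directions in both comparisons, and only KZV36643 in A4/F passes (log2 fold change −2.58, adjusted p = 0.017). That call ends without replicate 1 or 2, and without replicate 3 KZV34970 is called in A4/F. In F18/F, where the paper finds no difference, limma on the 6 libraries alone calls KZV34970 down-regulated (adjusted p = 0.034). The paper states that KZV52430 and KZV26154 are higher and KZV31242 is lower in A18 than in F18, and here only KZV31242 passes (log2 fold change −1.65, adjusted p = 0.0084), with 0.95 and 0.92 for the others. Of the 14 mid-term genes of its last part the paper states that 3 are up-regulated in SD/F, AD/A and A4D/A4, and here KZV45485 is called in SD/F and A4D/A4, and KZV19471 and KZV50189 in none of the 3. KZV45485 was at 1.20 FPKM in AD and 0.097 in A, levels that the pseudocount of 1 brings closer together. The paper states that FDM1 (KZV30079) falls, significantly or moderately, with dehydration in acclimated and other plants, and here AD/A alone of 7 comparisons is not called (adjusted p = 0.051). In AD/A it is called without replicate 2 and with a fit of the 6 libraries alone. Its calls in FD/F and F18D/F18 end with scaling. The paper finds no correlation of expression and promoter methylation changes, and here 4 of 42 Pearson values pass in CHH, the largest at r = 0.049, all in comparisons with the same F libraries. The paper finds changed regions most often in CHH, and here promoters that change by at least 20 points are most frequent in CG (in SD/F 1097, 639 and 166 in CG, CHG and CHH), which is a count of promoters and not of regions.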

Other observations

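The gene lists of comparisons other than those planned for the list tests, the single genes named here and the other splits were chosen after the data were seen. Leaves of F18 differ from those of F in their photosynthesis and nitrogen genes. In F18/F Calvin cycle genes had 0 up-regulated and 8 down-regulated of 14 (0 and 11 when adjusted over the list alone, 0 and 10 after scaling), chlorophyll synthesis genes 0 up-regulated and 7 down-regulated of 14 (0 and 7 when adjusted over the list alone, 0 and 8 after scaling) and nitrate and ammonium genes 15 up-regulated and 3 down-regulated of 35 (16 and 4 when adjusted over the list alone, 13 and 4 after scaling). In acclimated plants at 18 w nitrate and ammonium genes had 5 up-regulated and 2 down-regulated of 35 (5 and 2 when adjusted over the list alone, 5 and 2 after scaling) in A18/F and 5 up-regulated and 4 down-regulated of 35 (5 and 5 when adjusted over the list alone, 5 and 4 after scaling) in A18/A. In F18/F chaperones of the HSP70, HSP90 and HSP101 families had 14 up-regulated and 0 down-regulated of 37 (14 and 1 when adjusted over the list alone, 11 and 1 after scaling). LEA genes stood high in acclimated plants at 18 w, with 19 up-regulated and 1 down-regulated of 23 (19 and 1 when adjusted over the list alone, 18 and 1 after scaling) in A18/F and 20 up-regulated and 0 down-regulated of 23 (20 and 2 when adjusted over the list alone, 19 and 0 after scaling) in A18/A, and photosystem genes had 0 up-regulated and 17 down-regulated of 34 (0 and 25 when adjusted over the list alone, 0 and 14 after scaling) in A18/F and 0 up-regulated and 25 down-regulated of 34 (0 and 27 when adjusted over the list alone, 0 and 25 after scaling) in A18/A. At 4 w LEA genes had 8 up-regulated and 0 down-regulated of 23 (18 and 1 when adjusted over the list alone, 8 and 0 after scaling) in A4/F. The calls of A4/F depend on single libraries, with 64 to 1190 DEGs when 1 library was left out and 0 with its 6 libraries alone. Set side by side after rapid dehydration, AD and FD differed in ELIP genes with 12 up-regulated and 0 down-regulated of 18 (13 and 0 when adjusted over the list alone, 12 and 0 after scaling), in plastid and mitochondrial ribosome genes with 0 up-regulated and 22 down-regulated of 42 (0 and 23 when adjusted over the list alone, 0 and 18 after scaling) and in cytosolic ribosome genes with 4 up-regulated and 37 down-regulated of 137 (4 and 38 when adjusted over the list alone, 4 and 22 after scaling).

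A pair of S-adenosylmethionine synthetase genes, whose product feeds methylation reactions, differ in their values after drying. KZV43682 was at 941 ± 312 FPKM in F and 609.7 ± 121 in FD and is listed at 0 in all libraries of SD, AD, A4D and F4D, while KZV43670 was at 701 ± 193 FPKM in F, 8239 ± 444 in SD, 4525 ± 278 in AD, 9129 ± 1042 in A4D and 5422 ± 221 in F4D. A value of 0 can be a failed estimate where similar transcripts compete for fragments. The translation initiation factor gene KZV41115 is listed at 0 in all libraries of F, A, A4 and F18, and was at 199 ± 5.88 FPKM in SD, 281 ± 17.5 in AD and 336 ± 56.6 in FD.

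Lists for other tissues and organisms were read as values. The median FPKM over the groups ran from 0.303 to 6.83 for cell division (highest in A4), 0.0433 to 3.46 for guard cells, 1.64 to 22.03 for phloem, 0.137 to 1.453 for root and 0.675 to 1.91 for flower, and these values are given without a test. In each rapid dehydration the phloem median was higher and the guard-cell median lower than in the fresh group. No gene matched the list for microbes.

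Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real count and the highest other count were 6550 against 4 in SD/F, 6530 against 8 in A/SD, 7932 against 4 in FD/F, 7360 against 2 in AD/A, 8669 against 6 in F4D/F4, 8593 against 1956 in A4D/A4, 6802 against 5 in F18D/F18, 5068 against 29 in A18D/A18, 1452 against 19 in A18/F18, 2465 against 523 in A18/A, 3862 against 4 in F18/F, 2962 against 4 in AD/FD and 124 against 68 in A18D/F18D, and in these only the real split (1 of 10) reached its count. They were 22 against 36 in A/F (3 splits), 9 against 1864 in A4/F4 (5), 351 against 2190 in A4/F (2), 10 against 139 in F4/F (4), 390 against 1092 in A4/A (4) and 6 against 8 in A4D/F4D (2), where larger counts of other splits point to a structure of the samples besides the groups, and replicate 2 of A4 stands apart from its group. Of 100 labellings of acclimated and other libraries, the real one included, sets as large as the real ones came up 6 times for up-regulated RDT-specific genes (122 against 200), 39 times for down-regulated ones (140 against 708), 3 and 13 times for mid-term genes (74 against 93 and 44 against 141), 3 and 3 times for short-term genes (290 against 359 and 337 against 444) and 1 and 18 times for long-term genes (12 against 9 and 10 against 39). The share was under 0.05 for the up-regulated mid-term, short-term and long-term sets and the down-regulated short-term set. These shares are not adjusted for the number of sets tried. Except for the up-regulated long-term set, some other labelling gave a larger set. The labellings also mix libraries of AD and FD, which differed in 2962 genes, and this widens the spread in their fits. Chance is therefore not excluded for any of the sets.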
